# Gene array analysis of neural crest cells identifies transcription factors necessary for direct conversion of embryonic fibroblasts into neural crest cells

**DOI:** 10.1242/bio.015735

**Published:** 2016-02-12

**Authors:** Tsutomu Motohashi, Natsuki Watanabe, Masahiro Nishioka, Yuhki Nakatake, Piao Yulan, Hiromi Mochizuki, Yoshifumi Kawamura, Minoru S. H. Ko, Naoki Goshima, Takahiro Kunisada

**Keywords:** Neural crest, Mouse embryonic fibroblasts, Sox10, Direct conversion

## Abstract

Neural crest cells (NC cells) are multipotent cells that emerge from the edge of the neural folds and migrate throughout the developing embryo. Although the gene regulatory network for generation of NC cells has been elucidated in detail, it has not been revealed which of the factors in the network are pivotal to directing NC identity. In this study we analyzed the gene expression profile of a pure NC subpopulation isolated from *Sox10-IRES-Venus* mice and investigated whether these genes played a key role in the direct conversion of *Sox10-IRES-Venus* mouse embryonic fibroblasts (MEFs) into NC cells. The comparative molecular profiles of NC cells and neural tube cells in 9.5-day embryos revealed genes including transcription factors selectively expressed in developing trunk NC cells. Among 25 NC cell-specific transcription factor genes tested, SOX10 and SOX9 were capable of converting MEFs into SOX10-positive (SOX10+) cells. The SOX10+ cells were then shown to differentiate into neurons, glial cells, smooth muscle cells, adipocytes and osteoblasts. These SOX10+ cells also showed limited self-renewal ability, suggesting that SOX10 and SOX9 directly converted MEFs into NC cells. Conversely, the remaining transcription factors, including well-known NC cell specifiers, were unable to convert MEFs into SOX10+ NC cells. These results suggest that SOX10 and SOX9 are the key factors necessary for the direct conversion of MEFs into NC cells.

## Abstract (precis)

**Summary:** In this study, we identified the transcription factors specifically expressed in developing neural crest cells, and showed that SOX10 and SOX9 directly converted fibroblasts into neural crest cells.

## INTRODUCTION

Neural crest cells (NC cells) are migratory multipotent cells that give rise to diverse derivatives. During their movement or at target tissues, NC cells differentiate into many cell types, including neurons and glial cells of peripheral sensory and autonomic ganglia, Schwann cells, melanocytes, endocrine cells, smooth muscle, and skeletal and connective tissue cells of the craniofacial complex (Le Douarin and Kalcheim, 1999). Due to these characteristics of high migratory ability and multipotency, NC cells play critical roles in embryogenesis; and abnormalities in them have been shown to cause various serious diseases such as Waardenburg's syndrome, Hirschsprung's disease, CHARGE syndrome, and DiGeorge's syndrome (Hall, 2009).

A large number of earlier studies have approached the transcription factor/gene regulatory network for NC cell generation by using various species including zebrafish, *Xenopus*, chick, and mouse. The transcription factors/genes that control NC development are divided into subgroups based on their roles in each of the following stages of NC development: formation of the neural plate border (NBP), establishment of NC cell identity (the NC cell specification), and activation of the epithelial-mesenchymal transition (EMT) program (Simoes-Costa and Bronner, 2015). The first step of NC development is specification of the NBP. The NBP develops at the edge of the neural plate and contains the prospective NC cell population (Meulemans and Bronner-Fraser, 2002; Sauka-Spengler and Bronner-Fraser, 2008). The expression of a set of NBP specifier genes (e.g. *Msx*, *Pax3/7*, *Zic1*, *Dlx3/5*, *Tfap2a*) in the edge of the neural plate lead to the formation of the NBP (Khudyakov and Bronner-Fraser, 2009). The following step, the NC cell specification, is initiated by activation of transcription factors named NC cell specifiers, such as *Snai1/2*, *Tfap2a*, *Foxd3*, *Twist*, *Id*, *Myc*, and *Sox9/10* by NBP specifiers (Khudyakov and Bronner-Fraser, 2009; Simoes-Costa and Bronner, 2013). The expression of these NC cell specifiers establishes NC cell identity and activates the succeeding EMT program, which allows the NC cells to delaminate from the ectoderm. A combination of the NC cell specifiers is thought to maintain the NC cell in an undifferentiated state (Sauka-Spengler and Bronner-Fraser, 2008). The process of EMT involves the dissociation of intercellular connections, allowing the segregation of the NC cells into individual cells. NC cell specifier genes such as *Snai1/2*, *Tfap2a*, *Foxd3*, *Twist*, and *Sox10* participating in EMT are known to regulate the cell-surface molecules, resulting in NC cell delamination (Simoes-Costa and Bronner, 2015). Transcription factors/genes that control NC generation have thus been uncovered step by step; however, the pivotal factors responsible for NC identity yet remain to be elucidated.

The investigation of NC cells is hampered by difficulties in isolating and manipulating these cells. The NC cells emerge as a continuous cell population, progressively disperse, and invade neighboring tissues, thus making it difficult to separate and isolate them. *In vitro* assays have largely been limited to short-term primary cultures, because NC cells easily differentiate in culture. SOX10 is one of the NC cell specifiers and its expression starts in premigratory NC cells and continues in the migrating NC cells (Mollaaghababa and Pavan, 2003). Therefore, *Sox10* or its regulatory elements have been utilized as a reporter gene for NC cell. Transgenic mice in which the complete open reading frame of *Sox10* was replaced by lacZ sequences precisely marked the NC cells (Britsch et al., 2001). A transgenic mouse line with Sox10 distal enhancer MCS4 directing Cre expression was shown to be capable of inducing LacZ activity in NC cells when crossed with R26R:LacZ reporter mice (Stine et al., 2009). In other studies, a transgenic mouse line containing a bacterial artificial chromosome (BAC) in which tamoxifen-inducible Cre recombinase was inserted into the *Sox10* allele (Simon et al., 2012) or BAC with the *Sox10* allele replaced with *Venus* was used to establish transgenic mice (Shibata et al., 2010). These genetically engineered animals are favorable for the study of the NC cell. However, the expression of the reporter genes differs between transgenic strains, because the expression depends largely on the loci where the genes were inserted; and there exists a latency after Cre expression till the reporter gene is expressed. Some reports stated that Cre expression in response to the promoter/enhancer sequences of the marker genes did not faithfully recapitulate their endogenous expression (Ding et al., 2012; Ono et al., 2014).

We previously generated *Sox10-IRES-Venus* mice designed to express the green fluorescent protein ‘VENUS’ under the control of *Sox10*. The *Sox10-IRES-Venus* mice were inserted the *IRES-Venus* sequence after the termination codon of the *Sox10* genome sequence. By this knock-in strategy, the VENUS protein was faithfully expressed so as to allow tracing of the endogenous SOX10 expression, unlike the case for the other transgenic strategy. Therefore, the VENUS-marked cells in *Sox10-IRES-Venus* mouse embryos accurately reflect the behavior of the normal NC cells, and we are able to obtain purified NC cells from these embryos (Motohashi et al., 2014, 2011).

In this present study, we analyzed the gene expression profile of trunk NC cells in close comparison with that of neural tube cells and identified transcription factors that were specifically enhanced in trunk NC cells. The use of *Sox10-IRES-Venus* embryos enabled us to purify migrating NC cells from the embryo. We then tested transcription factors enhanced in these trunk NC cells for their capacity to directly convert mouse embryonic fibroblasts (MEFs) into NC cells. We investigated the cellular characteristics of these reprogrammed NC cells and discussed possible roles of the identified factors responsible for the direct conversion of MEFs into NC cells.

## RESULTS

### Identification of genes specifically expressed during early NC cell development

To identify genes selectively expressed in NC cells, we isolated NC cells from the embryos of *Sox10-IRES-Venus* mice (Motohashi et al., 2011). The expression of SOX10 starts in premigratory NC cells and continues in migrating NC cells and their derivatives such as glial cells and melanocytes (Mollaaghababa and Pavan, 2003). The VENUS-marked cells in *Sox10-IRES-Venus* mouse embryos have been shown to accurately reflect the behavior of normal NC cells (Motohashi et al., 2014, 2011). We collected embryonic day (E)9.5 *Sox10-IRES-Venus* embryos from one pregnant *Sox10-IRES-Venus* female and then isolated SOX10-positive (SOX10+) NC cells from the trunk region of these embryos. Transverse sections of E9.5 *Sox10-IRES-Venus* embryos showed the presence of SOX10+ cells close to the dorsal side of the neural tube, corresponding well to the NC cells of this embryonic stage (Fig. S1). Then we isolated RNA samples from these SOX10+ cells and used them for gene-array analysis (Fig. 1A). Trunk neural tube cells from which trunk NC cells were derived were suitable for a closer control of trunk NC-specific gene expression. We also employed *Sox1-Cre/+;Rosa26R-YFP/+* mice expressing YFP under the control of *Sox1*, which allowed YFP to be expressed in developing neural tissues including the neural tube (Srinivas et al., 2001; Takashima et al., 2007) for the gene-array analysis. Almost all neural tube cells express YFP in *Sox1-Cre/+;Rosa26R-YFP/+* mouse embryos at E9.5 (Takashima et al., 2007). We isolated SOX1-positive (SOX1+) cells from the trunk region of E9.5 embryos and used them as a reference in the gene-array analysis (Fig. 1A). 

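The RNA was hybridized to 2-color arrays, where each sample, labeled with Cy3, was combined with a common reference RNA labeled with Cy5; the reference was a mixture of a commercial mouse RNA pool and RNA of embryonic stem cells. The series holds 6 arrays of E9.5 material. They are 2 arrays of SOX10+ cells, 2 of SOX1+ cells and 2 of whole embryos, and no dyes were swapped. As the RNA of the SOX10+ sorts was combined, the 2 SOX10+ arrays were averaged and counted as 1 sample, and the spread was estimated from the 2 SOX1+ and the 2 whole-embryo samples. The arrays of the sorted cells lay on 1 slide and those of whole embryos on another. Every array carried 42034 spots other than controls, each with a probe of 60 bases. In the Cy3 channel, 62.1% and 62.9% of the probes were well above background on the SOX10+ arrays, 60.2% and 62.6% on the SOX1+ arrays, and 66.6% and 64.2% on the whole-embryo arrays. The median Cy3 signal was 126 and 133.2 intensity units for SOX10+ cells and 130.6 and 160.3 for SOX1+ cells, over local backgrounds of 46 to 48. On the whole-embryo arrays it was brighter, at 204.5 and 196.2 over backgrounds of 49.5 and 46. The median Cy5 signal of the reference lay between 136.6 and 154.5 on all 6 arrays. The authors deposited the scanner output, which is not normalized. From it, background was corrected with the normexp method (offset 50), the ratio of Cy3 to Cy5 was normalized within each array by loess, and spots of the same probe were averaged. The offset pulls the ratios of dim probes toward 0. Probes well above background on every array of at least 1 of the 2 groups compared were tested with limma and adjusted by the Benjamini-Hochberg method. A probe was counted as different at an adjusted p under 0.05 and a change of more than 2-fold. The files give probe identifiers and sequences without gene names, so the counts are of probes, not genes. The small number of arrays limits the precision of every value.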

Table S1 shows a list of the gene array, and raw gene array data are available at Gene Expression Omnibus, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=wpqnmeykbrcbfoh&acc=GSE63896, under accession number GSE63896.

**Fig. 1.**
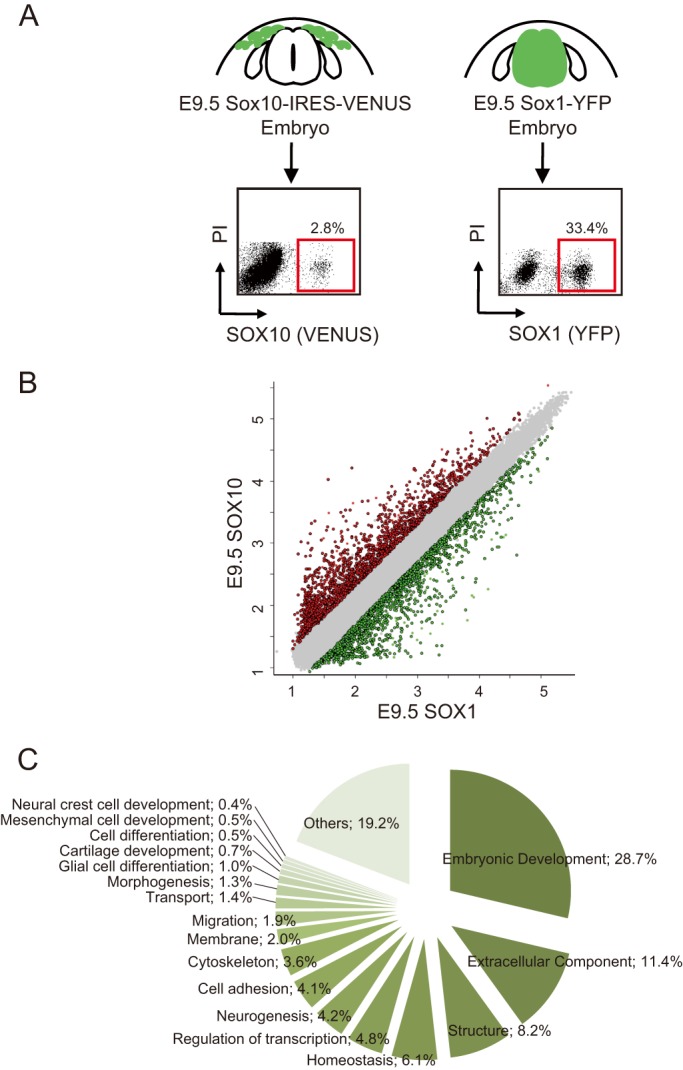
**Selection of genes that NC cells specifically expressed.** (A) Isolation of fluorescein-positive cells from the trunk regions of *Sox10-IRES-Venus* embryos and *Sox1-Cre/+;Rosa26R-YFP/+* embryos. Representative flow cytometry plots and the average percentages of SOX10+ cells and SOX1+ cells (gate outlined in red) are shown. PI, propidium iodide. (B) Scatter-plots comparing expression profiles between SOX10+ cells and SOX1+ cells. Red spots represent genes that showed higher than 2-fold expression levels and green spots represent those that showed lower than 2-fold expression levels in SOX10+ cells than in SOX1+ cells with significance of FDR<0.05. (C) Relative abundance of transcripts grouped by their molecular function. Genes that showed higher than 3-fold expression levels in SOX10+ cells than in SOX1+ cells were annotated with the ‘molecular function’ in the GO term.

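Of 26018 probes tested between SOX10+ cells and SOX1+ cells, 809 were lower in SOX10+ cells, with a median log2 fold change of -1.41. On 703 of these the SOX10+ signal was well above background on both arrays, on 34 it was so on 1 array, and on 72 on neither. The probe Z00026923-1, of sequence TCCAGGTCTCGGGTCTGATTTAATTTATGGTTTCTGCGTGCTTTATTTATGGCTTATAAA, had log2 ratios to the reference of 0.12 and 0.58 on the SOX10+ arrays, against 5.81 ± 0.01 (SD, n = 2) in SOX1+ cells. The log2 fold change was -5.46 (standard error 0.14, adjusted p = 0.00021 from limma with Benjamini-Hochberg adjustment), and it lay between -5.69 and -5.23 with each array left out in turn. The probe Z00038548-1, of sequence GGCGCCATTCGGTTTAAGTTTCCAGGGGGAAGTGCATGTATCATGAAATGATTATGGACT, had log2 ratios of 0.64 and 0.78 on the SOX10+ arrays and of 6.39 ± 0.31 (SD, n = 2) in SOX1+ cells. Its log2 fold change was -5.68 (standard error 0.57, adjusted p = 0.00203 from limma), and it lay between -5.9 and -5.46 with each array left out. The reference signal of this probe was well above background on 2 of the 6 arrays, so that its ratios to the reference are uncertain, and the Cy3 channel alone gave a log2 fold change of -5.2.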

The mean log-intensity chart for E9.5 SOX10+ cells vs E9.5 SOX1+ cells showed that 1932 genes were significantly overexpressed in the E9.5 SOX10+ cells (Fig. 1B). 

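In this comparison, 960 probes were higher in SOX10+ cells than in SOX1+ cells, with a median log2 fold change of 1.46 and a median standard error of 0.16 over all probes tested. The SOX1+ signal was well above background on both arrays for 785 of them, on 1 array for 78, and on neither for 97. With the fit restricted to the SOX10+ and SOX1+ samples, which share a slide, 945 of them were called. The analyses of variance that follow took the 6 arrays as separate samples, so the 2 SOX10+ arrays counted as 2 samples there. The alternative that moved the count most was an analysis of variance in which the error variance of each probe was raised to the mean of 500 probes of similar intensity. With 3 degrees of freedom for every probe it left 0 probes after adjustment, against 963 past 2-fold at an unadjusted p under 0.05, and an analysis of variance without the raised variance left 779. On simulated data the raised variance with 3 degrees of freedom called 0 of 200 changed probes. With 1500 degrees of freedom where the averaged variance is used, chosen after the 0 had been seen, the raised variance left 827. The probe Z00076581-1, of sequence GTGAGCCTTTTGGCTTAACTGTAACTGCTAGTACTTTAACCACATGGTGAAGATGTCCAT, had log2 ratios to the reference of 2.54 and 2.53 on the SOX10+ arrays and of -3.4 ± 0.06 (SD, n = 2) in SOX1+ cells. Its log2 fold change was 5.93 (standard error 0.18, adjusted p = 0.000319 from limma). The probe Z00025949-1, of sequence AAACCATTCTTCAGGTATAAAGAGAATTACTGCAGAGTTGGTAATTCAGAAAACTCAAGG, had log2 ratios of 1.46 and 1.48 on the SOX10+ arrays and of -2.87 ± 0.9 (SD, n = 2) in SOX1+ cells, a log2 fold change of 4.34 (standard error 0.5, adjusted p = 0.0031 from limma). With each array left out in turn, the log2 fold change was between 5.89 and 5.98 for Z00076581-1 and between 3.7 and 4.97 for Z00025949-1. Of the 960 higher probes, 316 were also higher in SOX10+ cells than in whole embryos, in a comparison between slides. Of the same 960, 486 were higher in whole embryos than in SOX1+ cells. Neither Z00076581-1 nor Z00025949-1 was higher in SOX10+ cells than in whole embryos. The log2 ratio in whole embryos was 2.38 ± 0.26 (SD, n = 2) for Z00076581-1, which was not distinguishable from SOX10+ cells (log2 fold change 0.16, adjusted p = 0.582 from limma). It was 4.43 ± 0.4 (SD, n = 2) for Z00025949-1, which was lower in SOX10+ cells than in whole embryos (log2 fold change -2.96, adjusted p = 0.012 from limma). The paper compares SOX10+ cells with SOX1+ cells and takes its candidates from among the genes it reports as significantly overexpressed in SOX10+ cells. It selects them further by GO category and by public in situ patterns that resemble those of NC cells. Whether the 2 probes belong to the overexpressed genes or to the candidates is not known, because probes were not paired with genes.

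**Figure D1:**
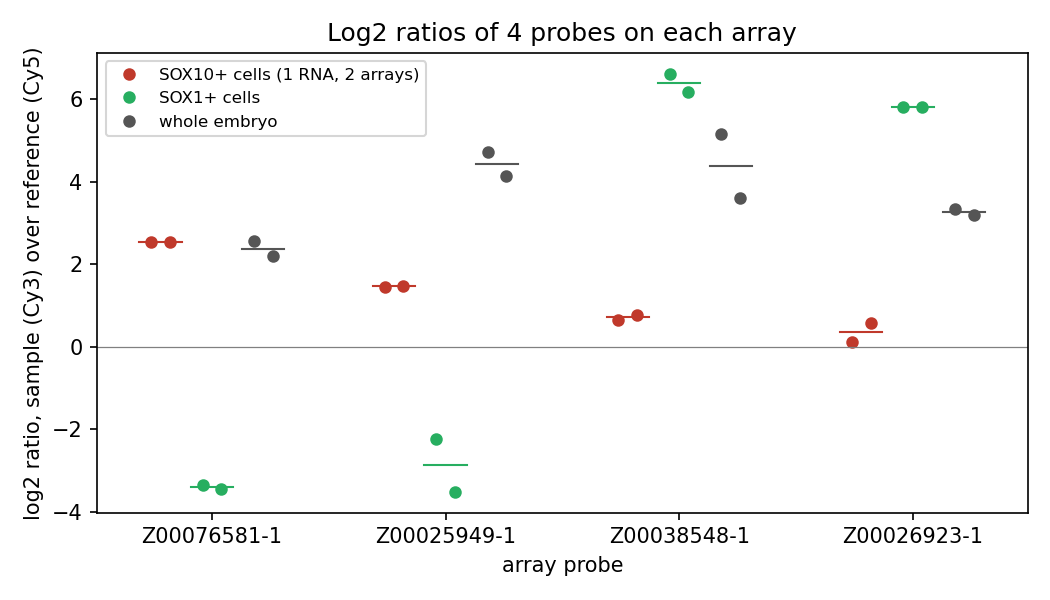
Log2 ratio of sample (Cy3) over reference (Cy5) of 4 probes. Each point is an array and each line the mean of the 2 arrays of a group; the 2 probes on the left lie higher on both SOX10+ arrays than on both SOX1+ arrays, and the 2 on the right lower.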

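At a threshold of 3-fold, 400 probes were higher in SOX10+ cells than in SOX1+ cells and 310 were lower. For 323 of the higher probes the SOX1+ signal was well above background on both arrays, and their median difference was 4.25-fold. For 40 it was well above background on 1 of the arrays. The other 37 were not well above background in SOX1+ cells, so that only a lower bound can be given for them. The bound was taken from the Cy3 channel alone after loess and Aquantile normalization, with the SOX1+ signal set no lower than the dimmest probe well above background, and it is open to dye bias. Its median over these probes was at least 4.73-fold, and 36 of the 37 were at least 3-fold higher. The count was 630 with a normexp offset of 0 and 758 with the signals processed by the scanner software.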

Among the genes identified, genes that showed higher than 3-fold expression levels in SOX10+ cells than in SOX1+ cells were selected and were annotated with the ‘molecular function’ in the GO term. The results are listed in Table S2, and Fig. 1C shows the relative abundance of transcripts grouped by their molecular function. Genes related to embryonic development accounted for 28.7% of the up-regulated transcripts, followed by extracellular components (11.4%), structure (8.2%), and homeostasis (6.1%). Genes related to mesenchymal cell development and NC cell development in the GO term accounted for 0.5% and 0.4%, respectively. The up-regulated genes in SOX10+ cells included those for Wnt signals (*Wnt2*, *Wnt6*), transcription factors known to generate NC cells (*Dlx*s, *Snail1*, *FoxD3*, *Sox9*, *Sox10*; Simoes-Costa and Bronner, 2015), genes for NC cell migration; *Cxcl12* (Belmadani et al., 2005), genes used as NC cell markers (*P0*, *Ngfr*; Lemke et al., 1988; Stemple and Anderson, 1992), and genes used as mesenchymal cell markers (*Pdgfrα*, *Pdgfrβ*; Andrae et al., 2008). Cadherin family members that play critical roles in the epithelial-mesenchymal transition (EMT) and in NC cell generation were also significantly expressed (*Chd6*, *Cdh11*, *Cdh19*; Park and Gumbiner, 2010; Takahashi and Osumi, 2005; Vallin et al., 1998). Genes for normal development of the enteric nerves, which are derived from NC cells (*Gfra1*, *Ednrβ*; Baynash et al., 1994; Cacalano et al., 1998), and genes known to play roles in glial cell differentiation (*Dhh*, *Plp*) were also among the up-regulated genes (Bitgood and McMahon, 1995; Griffiths et al., 1998). The expression of *Hoxa3*, which is localized to NC cells in the anterior part of the pharyngeal arch (Manley and Capecchi, 1995), was not significantly increased, suggesting that the array data reflected the expression profile of the trunk NC cells.

### Direct conversion of fibroblasts into SOX10+ NC cells by the NC cell-specific transcription factors

Direct reprogramming techniques have recently been reported to convert dermal fibroblasts into cells of specific cell lineages such as neural stem cells (Han et al., 2012; Thier et al., 2012), hepatocytes (Huang et al., 2011; Sekiya and Suzuki, 2011), and cardiac cells (Ieda et al., 2010). We hypothesized that the genes specifically expressed in the SOX10+ NC cells might have the potential to convert the identity of the target cells to that of NC cells. For this purpose, we selected the transcription factor genes included in the ‘transcription factor activity’, ‘transcription factor complex’, ‘neural crest cell development’, and ‘mesenchymal cell development’ categories among the ‘GO molecular function term’. Furthermore, we narrowed the candidate transcription factors by using their NC cell-like *in situ* expression patterns among the openly available *in situ* gene expression patterns (EMBRYS: http://embrys.jp/embrys/html/MainMenu.html) (Yokoyama et al., 2009). Thus we selected the 25 transcription factor genes listed in Table 1.

**Table 1.**
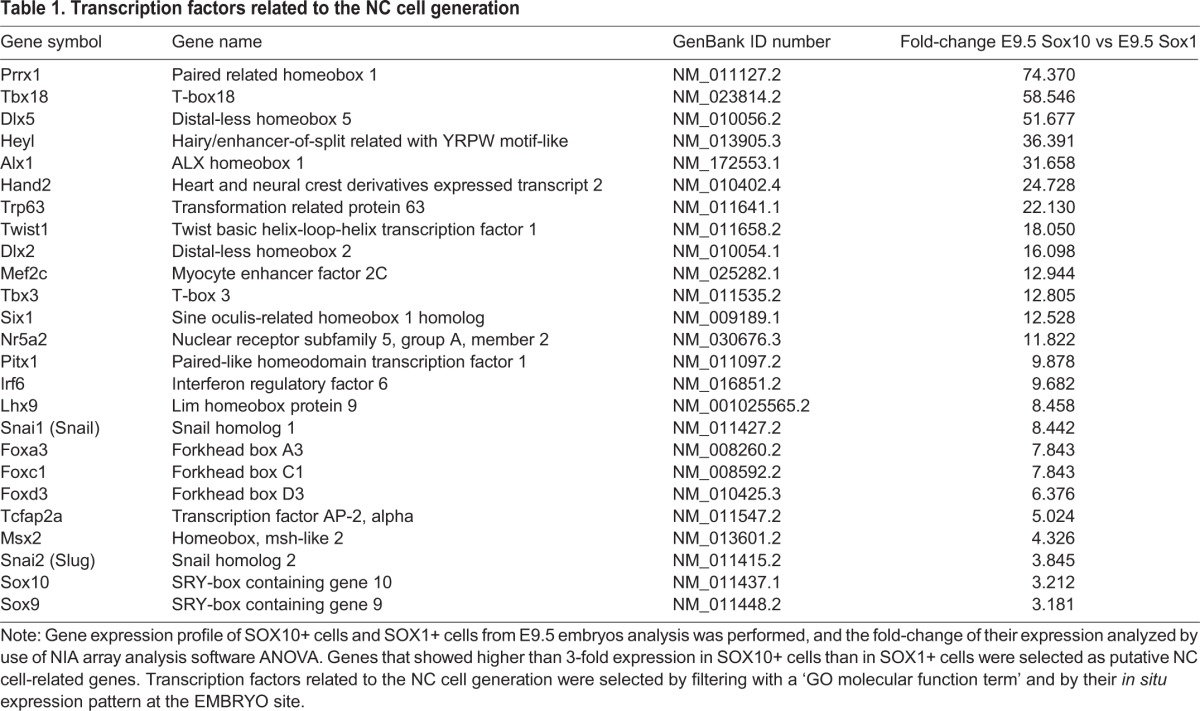
**Transcription factors related to the NC cell generation**

MEFs generated from *Sox10-IRES-Venus* mice embryos were used as the cells to be directly converted into NC cells because the MEFs started to express VENUS fluorescent protein once their NC identity had been acquired (Fig. 2A). Since *Sox9* and *Sox10* belong to the SoxE family and both are known to control NC generation (Cheung and Briscoe, 2003; Hong and Saint-Jeannet, 2005; Kim et al., 2003), we excluded *Sox9* from the first experiment. So 24 candidate transcription factors were selected from the expression clones in the human proteome expression resource (HuPEX) library (HuPEX clones in HGPD, http://www.HGPD.jp/) and each of them was cloned into a retrovirus vector system. The selected transcription factors all showed 82-100% amino acid sequence homologies with those of the mouse. The MEFs infected with all 24 candidate genes were cultured with the culture-supernatant of ST2 cells, as the ST2 cell line was previously reported to allow the induction of NC-like cells from mouse ES cells (Motohashi et al., 2007) and to maintain undifferentiated NC cells (Motohashi et al., 2011). After 11 days of cultivation, we observed SOX10+ cells among the infected *Sox10-IRES-Venus* MEFs (Fig. 2B). To identify the transcription factors directly involved in the conversion, we removed one gene from the set of 24 genes and overexpressed the remaining 23 genes in MEFs. As shown in Fig. 2C, only the gene set lacking *Sox10* showed markedly reduced generation of SOX10+ cells, suggesting that *Sox10* was solely responsible for the generation of SOX10+ cells. When each gene was singly overexpressed in MEFs, SOX10+ cells were generated only from the *Sox10-*infected MEFs (Fig. 2D,E). When *Sox9* was singly overexpressed in MEFs, SOX10+ cells were also generated (Fig. 2D,E). Other transcription factors well known to be NC cell specifiers, such as *Foxd3*, *Tcfap2a* or EMT-related genes *Snail1* and *Snail2,* scarcely generated SOX10+ cells from the MEFs (Fig. 2D,E).

**Fig. 2.**
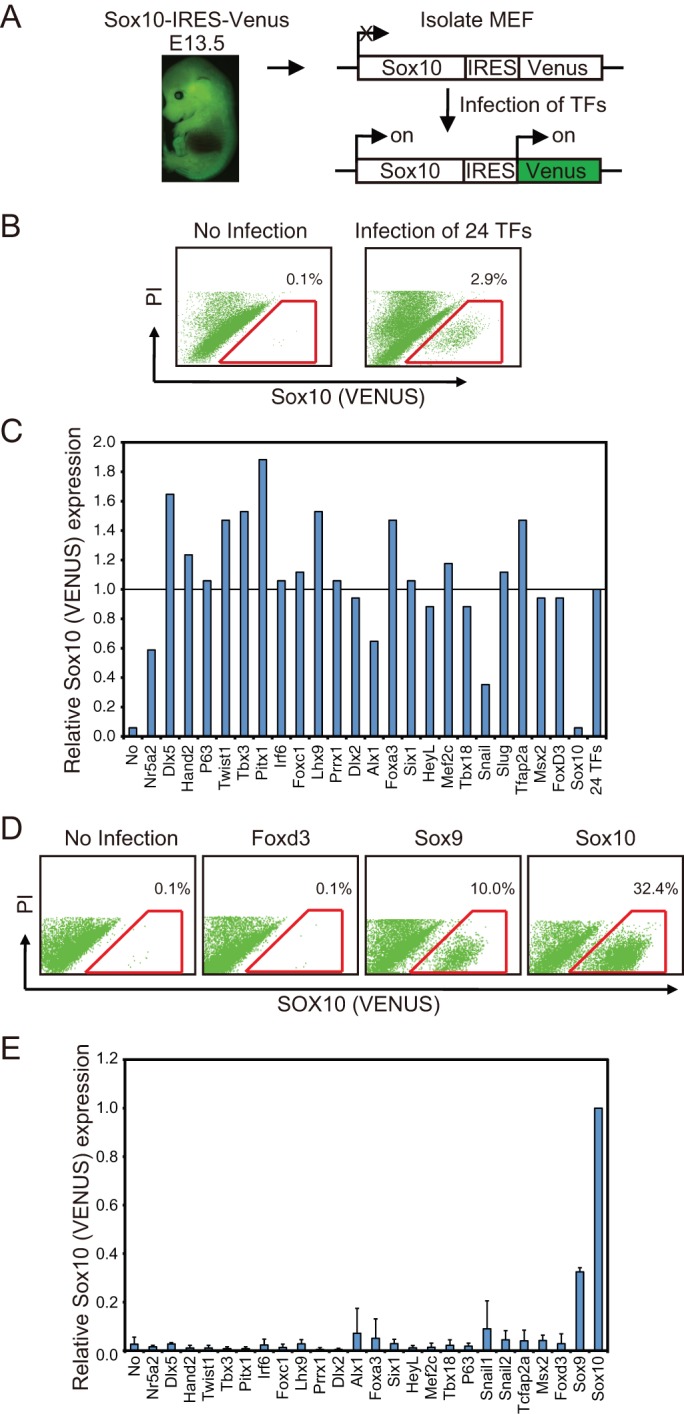
**SOX9 or SOX10 convert MEFs into SOX10+ cells.** (A) Experimental scheme for the transcription factor-mediated conversion of *Sox10-IRES-Venus* MEFs into SOX10+ cells. (B) Representative flow cytometry plots of *Sox10-IRES-Venus* MEF with and without infection with 24 transcription factors (24 TFs). The numbers show the average percentage of SOX10+ cells (red line gate). PI, propidium iodide. (C) Identification of the transcription factors directly involved in this conversion. Transcription factors, except for the indicated transcription factor, were expressed in *Sox10-IRES-Venus* MEF, and the rate of generation of SOX10+ cells was analyzed by flow cytometry. The longitudinal axis indicates the relative ratio of the percentage of SOX10+ cells in 24 TF-infected fibroblasts. Experiments were performed two times. (D) Representative flow cytometry plots of *Sox10-IRES-Venus* MEF infected with *Foxd3*, *Sox9* or *Sox10*. (E) The indicated transcription factor was expressed in *Sox10-IRES-Venus* MEF, and the rate of generation of SOX10+ cells was analyzed. The longitudinal axis indicates the relative ratio of the percentage of SOX10+ cells in *Sox10*-infected fibroblasts. The experiments were performed three times. Error bars represent s.d.

We then cultured the isolated SOX10+ cells from *Sox10-*infected MEFs under the previously reported NC cell culture conditions (Morrison et al., 1999; Stemple and Anderson, 1992). While the isolated SOX10+ cells adhered to the culture dishes after one day of cultivation, these cells did not proliferate under these culture conditions; and most of the cells detached from the cultured dishes after approximately six days of cultivation. SOX family transcription factors have recently been used for the direct reprogramming of fibroblasts in combination with KLF4 and c-MYC (Hiramatsu et al., 2011; Thier et al., 2012). c-MYC is a well-known stimulator of cell-cycle progression (Thompson et al., 1985) and plays a role in the formation of NC precursor cells (Bellmeyer et al., 2003). KLF4 is known to be involved in diverse biological processes including proliferation and apoptosis (Black et al., 2001; Ghaleb et al., 2005; McConnell et al., 2007), and these two genes also constitute Yamanaka factors. We co-expressed c-MYC and KLF4 with SOX10 and observed no significant difference in the rate of SOX10+ cell generation when compared with that obtained when SOX10 was solely expressed (Fig. 3A,B). The SOX10+ cells isolated from MEFs co-expressing SOX10/c-MYC/KLF4 were maintained and markedly proliferated without detachment from culture dishes under the NC cell culture conditions used (Fig. 3C).

**Fig. 3.**
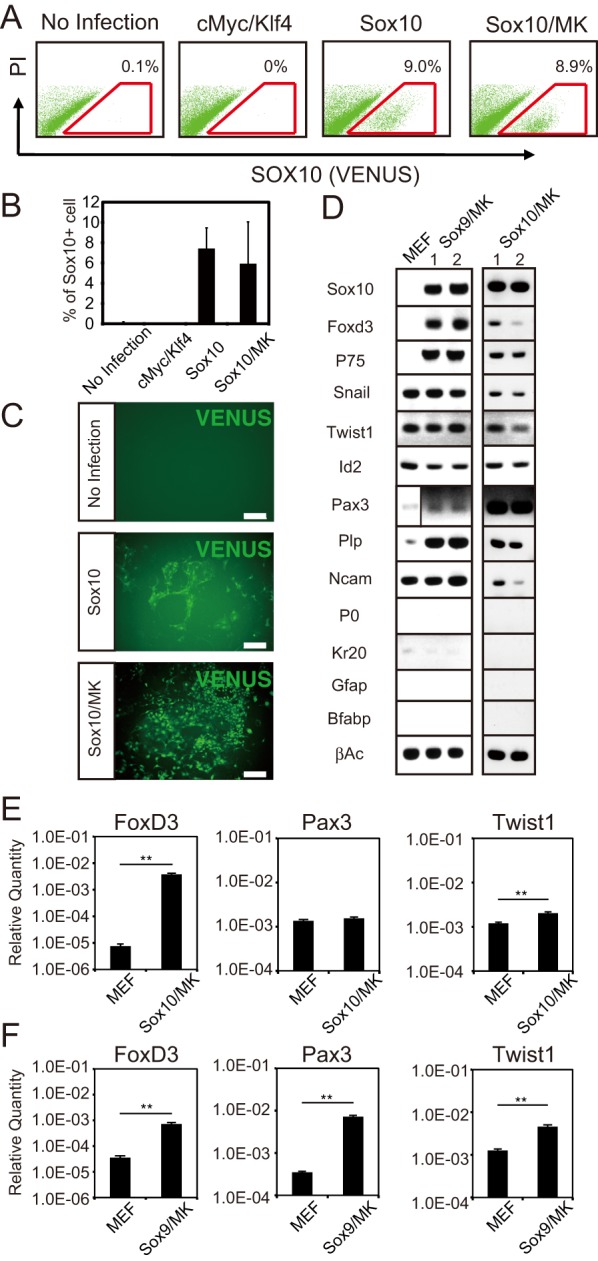
**SOX10/c-MYC/KLF4 converted MEF into SOX10+ NC cells.** (A) Representative flow cytometry plots of *Sox10-IRES-Venus* MEFs transfected with *c-Myc*/*Klf4*, *Sox10* or *Sox10*/*c-Myc*/*Klf4* (Sox10/MK). The numbers show the average percentage of SOX10+ cells (gate outlined in red). PI, propidium iodide. (B) The graph shows the average percentage of SOX10+ cells obtained with each transgene. (C) Representative photomicrographs of SOX10 (VENUS)+cells generated from the expression of *Sox10* and that of *Sox10/MK*. Scale bar=200 µm. (D) RT-PCR analysis of the SOX10+ cells generated from Sox9/MK- and Sox10/MK-infected MEFs. The number shows the SOX10+ cells generated in different experiments. (E,F) qPCR analysis of NC cell marker genes in MEFs and the SOX10+ cells generated from Sox9/MK- and Sox10/MK-infected MEFs. The graph depicts the levels of *Foxd3*, *Pax3* and *Twist1*. The experiment was performed twice and the expression levels relative to the β-actin expression are shown. Error bars represent s.d.; **P<0.01.

A chronological flow cytometric analysis of MEFs co-infected with *Sox10*/*c-Myc*/*Klf4* revealed that SOX10+ cells began to emerge after six days of cultivation and increased in number in a time-dependent manner (Fig. S2). Since SOX10 is known as a marker for glial cells (Mollaaghababa and Pavan, 2003), it is possible that the SOX10+ cell population that had emerged after six days of cultivation contained fully differentiated glial cells. We examined the chronological expression of NC cell and glial cell markers in the generated SOX10+ cells by using reverse transcription PCR (RT-PCR). The NC marker *P75* began to be expressed, and the expression of *Foxd3* was significantly increased on day 6 of cultivation; whereas the glial cell marker *Gfap* was expressed after six days of cultivation, and its expression significantly increased in a time-dependent manner (Fig. S3). These results indicated that the MEFs induced to express SOX10/c-MYC/KLF4 were converted to NC cells after six days of cultivation and that these cells then gradually differentiated into glial cells. We isolated SOX10+ cells after six days of cultivation and then cultured them for another six days under the NC cell culture conditions. These cultured SOX10+ cells were found to maintain the expression of the NC cell marker genes *Foxd3*, *P75*, *Snail1*, *Twist1*, *Id2*, and *Pax3*, while losing the expression of the glial cell markers *Gfap*, *Krox20*, and *P0* (Fig. 3D). The SOX10+ cells isolated from MEFs co-expressing SOX9/c-MYC/KLF4 also continued to express *Foxd3*, *P75*, *Snail1*, *Twist1*, *Id2*, and *Pax3* under the NC cell culture conditions (Fig. 3D).

Next, we measured the mRNA level of the *Foxd3*, *Pax3*, and *Twist1* of the SOX10+ cells after six days under the NC cell culture conditions by quantitative PCR (qPCR). In the generated SOX10+ cells, the mRNA levels of *Foxd3* and *Twist1* were higher than those in MEFs (Fig. 3E,F). There was a significant difference in the mRNA level of *Pax3* between the SOX10+ cells generated from SOX9/c-MYC/KLF4-expressed MEFs and control MEFs (Fig. 3F). However, there was no statistical difference in the *Pax3* expression between the SOX10+ cells generated from SOX10/c-MYC/KLF4-expressed MEFs and control MEFs (Fig. 3E). This finding suggests that SOX10 and SOX9 directly converted MEFs into NC cells after six days of cultivation with the supernatant of ST2 cell cultures.

To confirm that MEFs were directly converted into NC cells, we generated MEFs from *P0*-promoter *Cre/loxP-LacZ;* *Sox10-IRES-Venus* transgenic mouse embryos and overexpressed SOX10/c-MYC/KLF4 in these MEFs (Fig. S4A). P0 was shown to be transiently activated in migrating NC cells in early chick embryos (Lemke et al., 1988); and so the *P0*-promoter *Cre/loxP-LacZ* was used as a NC cell-specific marking system. The MEFs overexpressing SOX10/c-MYC/KLF4 generated SOX10+ cells after six days of cultivation in the culture-supernatant of ST2 cells (Fig. S4B). The isolated SOX10+ cells were markedly positive for LacZ activity as compared with the uninfected MEFs (Fig. S4C). The percentage of LacZ activity-positive cells among the isolated SOX10+ cells was 39.0±2.8%, and that among the uninfected MEFs, 7.9±0.8% (Fig. S4D). We further analyzed the expression of the NC cell marker P75 in the generated SOX10+ cells. Approximately 40% of the generated SOX10+ cells expressed P75 (Fig. S4E). These results indicate that the generated SOX10+ cell population contained NC-lineage cells.

The MEFs that we established from *Sox10-IRES-Venus* embryos contained a trace amount of SOX10+ cells (Fig. 3A); so, therefore, the SOX10+ cells generated might not have been derived from SOX10-negative (SOX10−) MEFs, but simply expanded from these contaminating SOX10+ cells. To eliminate this possibility, we sorted SOX10-negative (SOX10−) cells at 1 cell/well into wells of a 96-well dish after two days of the induction of *Sox10/c-Myc/Klf4*. The SOX10− cells were cultured for six days and then analyzed for the expression of SOX10. (Fig. S5A). Approximately 13.1-46.1% of the SOX10− cells expressed SOX10 after six days of cultivation (Fig. S5B,C), suggesting that the SOX10+ cells had truly originated from SOX10− MEFs.

### Directly converted SOX10+ NC cells differentiate into neural cells, glial cells, smooth muscle cells, osteocytes, and adipocytes

Next, we evaluated the differentiation potencies of the converted SOX10+ NC cells (Fig. 4A). After six days of cultivation under NC cell culture conditions, the media were changed to the previously reported NC cell differentiation medium (Morrison et al., 1999). Clusters or colonies including class III β-tubulin (TuJ1)-positive neural cells, GFAP-positive glial cells, and α smooth muscle actin (αSMA)-positive smooth muscle cells emerged after eight days of cultivation (Fig. 4B). This result demonstrated that the converted SOX10+ NC cells possessed the same differentiation potency as NC cells. To cause the cells to effectively differentiate into NC derivatives, we changed the medium to differentiation medium specific for neural cells, glial cells, osteocytes, and adipocytes after expansion for six days. After 21 days of cultivation in the differentiation medium specific for neural cells, the results of an immunostaining analysis revealed that isolated SOX10+ NC cells differentiated into TuJ1+ neural cells (Fig. 4C). These neural cells also expressed other neural cell markers peripherin and nestin (Fig. 4C). RT-PCR showed that the differentiated neural cells expressed *β-tubulin* (Tuj1), *Nestin*, and *Peripherin* (Fig. 4G), but not the autonomic neural marker *Mash-1* (Fig. 4G). GFAP+ glial cells also differentiated from the isolated SOX10+ NC cells after 21 days of cultivation in the differentiation medium specific for glial cells (Fig. 4D). Some of these differentiated GFAP+ glial cells also expressed the mature glial cell marker S100β, whereas most of the glial cells expressed S100β or GFAP (Fig. 4D). RT-PCR showed that the differentiated glial cells expressed *S100β* or *Gfap*, but not another mature glial cell marker, *B-fabp* (Fig. 4G). Osteocytes were observed as alkaline phosphatase activity-positive cells and alizarin red-stained cells (Fig. 4E), and adipocytes were observed Oil Red O-positive cells (Fig. 4F), after 21 days of cultivation. The differentiated osteocytes expressed *Alpl* (alkaline phosphatase) and *Runx2*, but not *Col1a1* (type I collagen; Fig. 4G); and the adipocytes expressed *Pparγ1* and *Pparγ2*, but not *C/ebpα* (Fig. 4G). The SOX10+ NC cells generated from *Sox9*/*c-Myc*/*Klf4*-transfected MEFs were also capable of differentiating into TuJ1-positive neural cells, GFAP-positive glial cells, alkaline phosphatase activity-positive osteocytes, and oil red O-positive adipocytes after 21 days of cultivation (Fig. S6A-D).

**Fig. 4.**
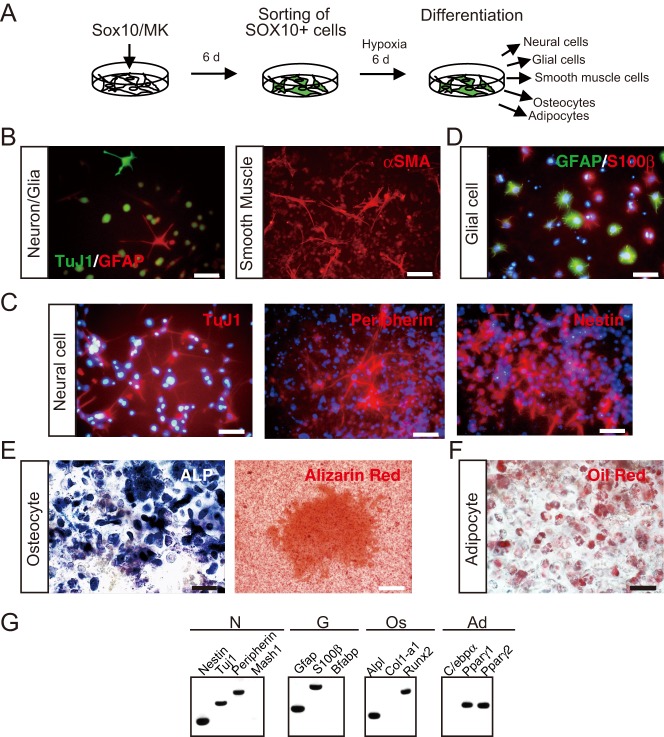
**Converted SOX10+ NC cells differentiated into neural cells, glial cells, osteocytes and adipocytes.** (A) Experimental scheme for the differentiation of SOX10+ NC cells converted from MEFs. Converted SOX10+ NC cells were cultured under NC cell culture conditions with hypoxia. After expansion for six days, the converted SOX10+ NC cells were cultured in each type of differentiation medium. (B-F) Immunostaining image of the differentiated SOX10+ NC cells. TuJ1+ neural cells, GFAP+ glial cells, and α smooth muscle actin (αSMA)+ smooth muscle cells were differentiated from isolated SOX10+ NC cells in the NC cell differentiation medium (B). In specific differentiation medium, the converted SOX10+ NC cells differentiated into TuJ1+, peripherin+, and nestin+ neural cells (C); GFAP+ and S100β+ glial cells (D); osteocytes with alkaline phosphatase activity (ALP) and positive staining with Alizarin Red (E); and adipocytes with positive Oil Red O staining (F). Scale bar=50 µm in B left, C,D,E left, F; 100 µm in B right, E right. Nuclei were stained with Hoechst 33258 (Blue). (G) RT-PCR analysis of neural cells, glial cells, osteocytes and adipocytes differentiated from Sox10+ NC cells. N, neural cells differentiated from Sox10+ NC cells; G, glial cells differentiated from Sox10+ NC cells; Os, osteocytes differentiated from Sox10+ NC cells; Ad, adipocytes differentiated from Sox10+ NC cells.

In order to make it clear that the neural cells and glial cells had differentiated from the isolated SOX10+ cells, we chronologically observed 2 clusters generated from the isolated SOX10+ cells. These clusters were generated from the SOX10+ cells under the NC cell culture conditions after six days of culture, and they gradually expanded in NC cell differentiation medium (Fig. S7A). After 16 days of cultivation, one cluster generated glial cells and neural cells (Fig. S7B); and the other, glial cells (Fig. S7C). This result showed that the generated neural cells and glial cells had been derived from the isolated SOX10+ cells.

Multipotent cells existing among the fibroblasts may have differentiated into NC cell derivatives (Fernandes et al., 2004; Wong et al., 2006). To eliminate this possibility, we cultured MEFs under NC cell culture conditions for six days (Fig. S8A). Most MEFs detached from the culture dishes after three or four days of cultivation (Fig. S8B), and even subtly adhering MEFs never differentiated into neural cells or glial cells in the differentiation medium specific for glial cells or neural cells (Fig. S8C,D).

Furthermore, we cultured MEFs infected with *c-Myc* and *Klf4* under NC cell culture conditions (Fig. S9A). The infected MEFs were maintained in the medium for six days, after which the medium was changed to differentiation medium specific for neural cells, glial cells, osteocytes, and adipocytes. After 21 days of culture, no neural cells, no glial cells and no osteocytes had differentiated from the *c-Myc* and *Klf4* infected MEFs (Fig. S9B-D). On the contrary, some Oil Red O-positive adipocytes were observed in the cultures of the infected MEFs (Fig. S9E). MEFs are known to be a heterogeneous population including pre- or pro-adipocytes (Driskell et al., 2013). The starting MEFs robustly expressed *Pparγ1* and *Paprγ2*, showing that the MEFs contained pre- or pro-adipocytes (Fig. S9F). On the contrary, neither *Pparγ1* nor *Pparγ2* was expressed in the SOX10+ cells generated by *Sox10*/*c-Myc*/*Klf4* infection, showing that the SOX10+ cell population did not contain pre- or pro-adipocytes (Fig. S9F). This finding strongly suggests that the adipocytes generated by cultivation of the converted SOX10+ cells had differentiated from the SOX10+ cells, not from contaminating pre- or pro-adipocytes. These results thus demonstrated that the converted SOX10+ NC cells possessed the ability to differentiate into neural cells, glial cells, smooth muscle cells, adipocytes, and osteocytes, similar to *in vivo* NC cells.

### Self-renewal capacity of converted SOX10+ NC cells

We dissociated clusters or colonies generated from the isolated SOX10+ NC cells after six days of expansion under NC cell culture conditions, counted the number of SOX10+ cells, and re-cultured the dissociated cells under NC cell culture conditions (Fig. 5A). These NC cell culture conditions were previously shown to maintain the self-renewal capacity of *in vivo* NC cells after serial passages (Morrison et al., 1999). As shown in Fig. 5B, the converted SOX10+ NC cells could propagate under the NC culture conditions during serial passage. To evaluate the differentiation ability after passages, we cultured some clusters or colonies in the differentiation medium to generate neural cells, glial cells, osteocytes, and adipocytes. Although osteogenesis and adipogenesis were detected in the first culture, these cells were gradually lost after subsequent passage (Fig. 5C,G,H). Even though neural cells and glial cells were still generated after the serial passage, their numbers gradually decreased (Fig. 5C,E,F). The NC cell markers *P75* and *Foxd3* were expressed even after serial passages (Fig. 5D). We analyzed the expression of the transgenes *Sox10*, *c-Myc* and *Klf4* after serial passages and observed that all transgenes were expressed even after the third passage (Fig. S10). The SOX10+ NC cells converted from *Sox9*/*c-Myc*/*Klf4*-transfected MEFs showed self-renewal; however, they lost their ability for osteogenesis after the first passage (Fig. S6E-G). These results suggest that converted SOX10+ NC cells maintained a limited, but significant self-renewal capacity, under NC cell culture conditions after serial passages.

**Fig. 5.**
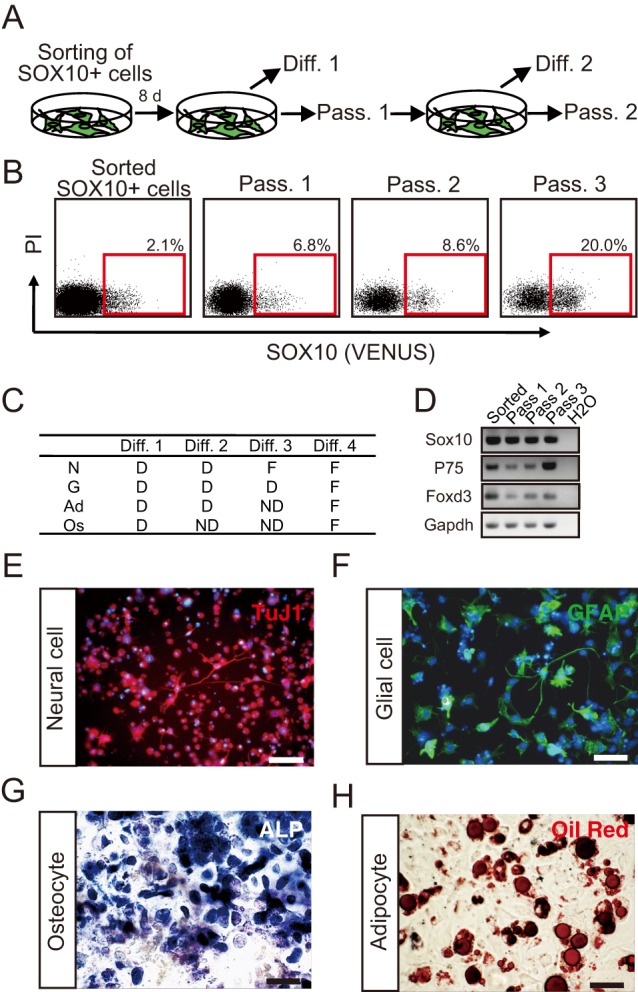
**Self-renewal of converted SOX10+ NC cells.** (A-B) Experimental scheme for the self-renewal of SOX10+ NC cells converted from MEFs. Converted SOX10+ NC cells were isolated and cultured under NC cell culture conditions. After eight days, some generated colonies were passaged (Pass. 1), while others were differentiated into NC derivatives (Diff. 1). The passages were serially performed (A). In each passage, the rate of generation of SOX10+ cells was analyzed by flow cytometry (B). (C) Differentiation abilities of the converted SOX10+ NC cells after serial passages. ‘D’ indicates that differentiated cells were detected; ‘F’, that a few differentiated cells were detected; and ‘ND’, that no differentiated cells were detected. N, neural cells; G, glial cells; Ad, adipocytes; Os, osteocytes. (D) RT-PCR analysis of NC cell markers in serially passaged SOX10+ NC cells. (E-H) Immunostaining image of differentiated SOX10+ NC cells at Diff. 4. SOX10+ cells differentiated into neural cells (E), glial cells (F), osteocytes (G), and adipocytes (H). Nuclei were stained with Hoechst 33258 (Blue). Scale bar=50 µm.

### SOX10+ NC cells show extended motility upon transplantation *in ovo*

To determine whether SOX10+ NC cells exhibited migration potency similar to that of NC cells *in vivo*, we transplanted the isolated and expanded SOX10+ NC cells into the chick NC cell migratory stream *in ovo* at Hamburger and Hamilton stage 17-18. After three days (stage 30), the transplanted cells had remained in the embryo (Fig. 6A). Although the transplanted uninfected MEFs did not exhibit migration capacity (Fig. S11A,B), some transplanted SOX10+ cells migrated along the NC cell migration pathways, the dorsolateral pathway (Fig. 6B, arrow) and the ventral one (Fig. 6B, arrowhead). Some transplanted cells arrived in the dorsal root ganglion (Fig. 6B, arrowhead). However, immunostaining showed that these transplanted cells did not differentiate into TuJ1+ neural cells or GFAP+ glial cells (Fig. 6C,D). Thus, these transplanted SOX10+ NC cells possessed migration ability similar to that of *in vivo* NC cells.

**Fig. 6.**
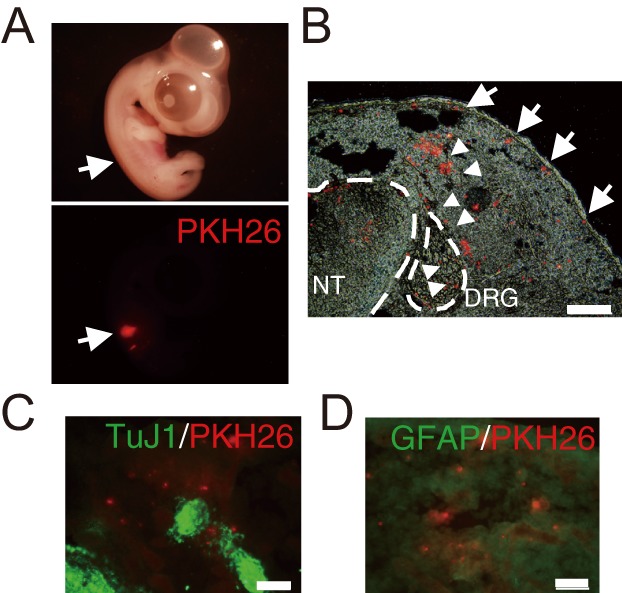
**Converted SOX10+ NC cells migrated along NC cell migration pathways.** (A) HH stage 29-30 chick embryo transplanted PKH26-labeled SOX10+ NC cells. Arrows indicate the transplanted SOX10+ NC cells. (B) Cross section of a HH stage 29-30 chick embryo. PKH26-labeled SOX10+ NC cells migrated along the ventral pathway (arrowheads) and dorsolateral pathway (arrows). DRG, dorsal root ganglion; NT, neural tube. Scale bar=200 µm. (C-D) Immunostaining of cross sections with TuJ1 (neural cells; C) and anti-GFAP (glial cells; D). Scale bar=50 µm.

## DISCUSSION

In this study, we identified genes strongly enriched in migrating SOX10+ trunk NC cells purified from *Sox10-IRES-Venus* embryos. Previously, genes with enhanced expression in cranial NC cells were studied by using chick embryos transfected with a reporter construct containing a Sox10E2 enhancer sequence (Simoes-Costa et al., 2014); and many enzymes, kinases, and transcription factors including well-known NC cell specifiers and NBP specifiers were identified. Our study also showed that NC cell specifiers *Foxd3*, *Sox10*, and *Snail2*, as well as the NBP specifier, *Tcfap2*, were markedly expressed in mouse trunk NC cells. Furthermore, other well-known NC cell specifiers or NBP specifiers such as *Sox9*, *Msx*s and *Dlx*s were significantly expressed in the trunk NC cells. Conversely, *Pax3* and *Zic1* were not detected by our array data analysis. *Pax3* and *Zic1* cooperate as NBP specifiers and directly activate NC specifiers during NC development (Milet et al., 2013). *Pax3* and *Zic1* could not be detected in our comparative molecular analysis of NC cell and neural tube cell profiles because of their markedly high expression in the neural tube (Mansouri et al., 2001; Nagai et al., 1997). Another NBP specifier gene, *Dlx3*, was identified as a gene having 2.3 times higher expression in NC cells (Table S1), indicating that the SOX10+ cell population contained the generating NC cells. On the other hand, the absence of *Pax3* and *Zic1* in our analysis possibly suggested that the isolated SOX10+ cell population contained NC cells at the late stage of migration (Milet et al., 2013). It also should be noted that the expression of *Mitf* and *Mcam,* which are genes for melanocyte generation (Carreira et al., 2006; Nagai et al., 1997; Sers et al., 1993) were detected in our analysis. Furthermore, the glial cell related genes expression was detected in the isolated SOX10+ cells (Fig. 1C). It is possible that the isolated SOX10+ cells were NC cells at later stages; i.e. a mixture of the forming and migrating NC cells and some cells started to express differentiated markers for NC cell descendants. The above-mentioned studies also showed that chick cranial NC cells express genes related to chondrocyte development, such as *Collagen 2*, *9*, and *11* (Simoes-Costa et al., 2014); however, we did not observe such expression in our analysis. As only cranial NC cells are known to have chondrogenic potential (Graham et al., 2004), the absence of chondrocyte markers accurately showed that the isolated SOX10+ cells were the trunk NC cells. *Rhox*s, which are homeobox genes, were also enhanced in expression in mouse trunk NC cells. The *Rhox* family is mainly expressed in the testis and ovary during embryonic development to control male and female reproduction (Maclean et al., 2005), and overexpression of *Rhox5* in mouse ES cells perturbs their differentiation (Fan et al., 1999).

Our identified transcription factors dominantly expressed in trunk NC cells were tested for their ability to directly convert MEFs into NC cells, and the results demonstrated that MEFs were directly converted into SOX10+ NC cells by the forced-expression of SOX9 or SOX10 alone. SOX9 and SOX10 belong to same Sox family subgroup ‘SoxE group’, and they are expressed and function in NC development (Hong and Saint-Jeannet, 2005). Recent analysis of the upstream of the *Sox10* gene showed that SOX10 directly binds to its own enhancer, U3, which is situated 28 kb upstream of the *Sox10* to regulate its own expression (Wahlbuhl et al., 2012). Thus, the forced-expression of SOX10 would be expected to start further induction of SOX10; and this positive-feedback expression of *Sox10* may have easily converted the MEFs into NC cells. SOX9 also binds to the U3 enhancer of *Sox10* and induces *Sox10* expression (Wahlbuhl et al., 2012). The forced expression of SOX9 likely to up-regulated *Sox10* in the MEFs and thus stimulated the conversion of MEFs into NC cells.

It should be noted that among the 25 trunk NC cell-specific transcription factor genes tested, *Sox10* and *Sox9* were the only effective genes for the conversion of the MEFs into NC cells. That is, other transcription factors known to play a role in EMT or NC cell specification, such as TCFAP2a, FOXD3, SNAIL1, and TWIST1 (Table 1), were not effective individually (Fig. 2C,D,E). PAX3, not picked up in our array analysis but known to be related to NC cell specification, was tested and found not to generate SOX10+ cells from the MEFs (data not shown). This finding probably show that SOX10 and SOX9 are the pivotal factors to direct NC cell identity. But the fibroblasts are mesenchymal lineage cells that already expresses SNAIL1, SNAIL2, and TWIST1 (Huleihel et al., 2014) and we also confirmed that *Twist1*, *Snail1* and *Snail2* were expressed in the *Sox10-IRES-Venus* MEFs (Fig. 3D, Fig. S3). The mesenchymal characteristics of fibroblasts is likely the reason that co-expression of *Twist*, *Snail1*, or *Snail2* genes was not necessary for *Sox10*-induced reprogramming. This hypothesis might well be tested by using other cell types such as epithelial cells or hematopoietic cells as a target of direct reprogramming. On the other hand, the SOX10+ cells generated by the expression of solely SOX10 or SOX9 were not able to be maintained in *in vitro* culture without the expression of KLF4/c-MYC and they gradually lost their differentiation potency after serial passages (Fig. 5C; Fig. S6). It is likely that SOX10 or SOX9 expression was not sufficient for maintaining the NC cell state, particularly for the self-renewing capability. The combinational expression of SOX10 or SOX9 with the other identified factors might permit the MEFs to fully acquire the NC cell property.

We co-expressed *Sox10* with *c-Myc* and *Klf4*, genes directly related to cell maintenance or cell propagation, in MEFs for the maintenance or proliferation of the converted NC cells. c-MYC is a well-known stimulator of the cell cycle (Thompson et al., 1985), and is known to be expressed in the neural plate border and to be required for the induction of NC cell precursors (Bellmeyer et al., 2003). KLF4 has been shown to have diverse regulatory functions in terms of proliferation, differentiation, and development (Black et al., 2001; Ghaleb et al., 2005; McConnell et al., 2007). The same strategy was adopted in a recent study using SOX family transcription factors together with KLF4 and c-MYC for the direct reprogramming of mouse fibroblasts into chondrocytes or neural stem cells (Hiramatsu et al., 2011; Thier et al., 2012). Furthermore, c-MYC and KLF4 were reported to facilitate the chromosome remolding process (Amati et al., 2001; Sridharan et al., 2009). Although the co-expression of c-MYC and KLF4 with SOX10 did not increase the number of SOX10+ cells (Fig. 3A), SOX10+ cells came to be stably maintained in culture.

A recent study reported that human fibroblasts can be converted into NC cells by the expression of SOX10 alone and that the converted NC cells are able to proliferate in culture after multiple passages (Kim et al., 2014). Although the fibroblasts used were a different species than the one we used in our experiment, the main difference between these findings and ours is the culture conditions of fibroblasts during their conversion into NC cells. Kim et al. converted human fibroblasts under culture conditions with strong epigenetic modifiers and WNT activator and BMP4. Activation of WNT and BMPs signals may be critical, because these factors have been shown to play roles in the *in vivo* induction of NC cells (Knecht and Bronner-Fraser, 2002). We used the supernatant of cultured ST2 cells for the conversion of MEFs, and these cells were previously reported to express *Wnt*s and *Bmp*s (Goseki-Sone et al., 2002; Ouji et al., 2012; Rawadi et al., 2003). We also found the expression of *Wnt3a*, *Bmp2,* and *Bmp4* in ST2 cells by RT-PCR analysis (data not shown). Now we think that WNT3a, BMP2, and BMP4 were likely the crucial factors secreted from ST2 cells for the conversion, but that these factors in the ST2 cell culture supernatant might not have been adequate to complete the direct conversion of MEFs.

We also found that the expression of transgenes *Sox10*, *c-Myc* and *Klf4* was sustained even after serial passages (Fig. S10). The silencing of *c-Myc* and *Klf4* is known to be required for iPSC generation (Takahashi and Yamanaka, 2006). Furthermore, transgene silencing has been identified as a prerequisite for the normal differentiation of iPSCs (Brambrink et al., 2008). The sustained expression of transgenes may add a negative impact on the differentiation potencies of converted SOX10+ NC cells. For example, although SOX10+ NC cells were maintained under NC culture conditions during the serial passages, their differentiation potency gradually decreased; and they did not exhibit the capacity for osteogenesis or adipogenesis after serial passaging (Fig. 5C). Furthermore, SOX10+ NC cells converted from MEFs did not differentiate into NC derivatives such as neural cells or glial cells after *in ovo* transplantation (Fig. 6C,D). On the other hand, recent direct conversion studies reported the incomplete silencing of reprogramming genes, indicating that the sustained expression of exogenous genes is necessary for the maintenance of the reprogrammed phenotype (Ieda et al., 2010; Sheng et al., 2012). It currently remains unknown whether the sustained expression of *Klf4* and/or c*-Myc* and/or *Sox10* is necessary to maintain converted SOX10+ NC cells in culture, and so strategies for conditionally induced expression of these three genes should be examined to clarify this point.

## MATERIALS AND METHODS

### Mice

*Sox10-IRES-Venus* mice (Motohashi et al., 2011) and *Sox1-Cre/+;Rosa26R-YFP/+* mice (Takashima et al., 2007) were maintained in our animal facility. *P0-promoter Cre/loxP-LacZ; Sox10-IRES-Venus* mice were generated by mating *Sox10-IRES-Venus* mice with *P0-promoter Cre/loxP-LacZ* ones (Yamazaki et al., 2005). The developmental stages of embryos were judged by their morphological appearance, as described in ‘The Mouse’ (Rugh, 1990). All animal experiments were performed in accordance with the Regulations of Animal Experiments in Gifu University.

### Flow cytometric analysis and cell sorting

E9.5 embryos of *Sox10-IRES-Venus* mice and *Sox1-Cre/+;Rosa26R-YFP/+* mice were incubated in 0.75 mg/ml collagenase (Wako) at room temperature for 20 min. After having been washed with PBS, each embryo was dissected in the region corresponding to the end of the branchial arches while being observed through a microscope (Carl Zeiss, DV4); and the cranial region was discarded. The dorsal region from somite containing neural tube, dorsal aorta, and notochord were extirpated from the trunk region of the embryos, incubated for 15 min at room temperature in Dispase II (Sanko-Jyunyaku), and then gently dissociated by passage through a 21-gauge needle. After washing with staining medium (SM: PBS containing 3% FSC), the cells were suspended in SM containing 3 µg/ml propidium iodide (PI: Calbiochem) to eliminate dead cells. For isolation of the converted SOX10+ cells, the infected fibroblasts were dissociated by incubating them for 6 min at 37°C in Dispase II (Sanko-Jyunyaku). After washing with SM, the cells were suspended in SM containing 3 µg/ml PI. All cell sorting and analyses were performed with a FACS Vantage dual-laser flow-cytometer (Becton-Dickinson). To analyze the expression of P75 with flow cytometry, cells were stained with anti-P75 (ab8875, Abcam) as the primary antibody and then with anti-rabbit IgG conjugated with DyLight 649 (Biolegend) as the secondary antibody.

### Microarray analysis and selection of 25 transcription factors

Total RNA was prepared as duplicate sample sets from isolated SOX10+ cells and SOX1+ cells by use of TRIZOL-LS Reagent (Invitrogen). SOX10+ cells and SOX1+ cells were sorted twice about 10,000 and 50,000 cells, respectively by FACS from E9.5 embryos. 

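The duplicate arrays of SOX10+ cells lay closer together than those of the other groups. Over the 26018 probes tested between SOX10+ and SOX1+ cells, the log2 ratios of the 2 SOX10+ arrays differed by a median of 0.074, those of the 2 SOX1+ samples by 0.158 and those of the 2 whole-embryo samples by 0.111. A difference of more than 2-fold between duplicates was found for 8 probes in SOX10+ cells, 157 in SOX1+ cells and 104 in whole embryos. Since the 2 SOX10+ arrays carry the same RNA, their differences hold the error of labeling and hybridization, but not the variation between sorts.

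**Figure D2:**
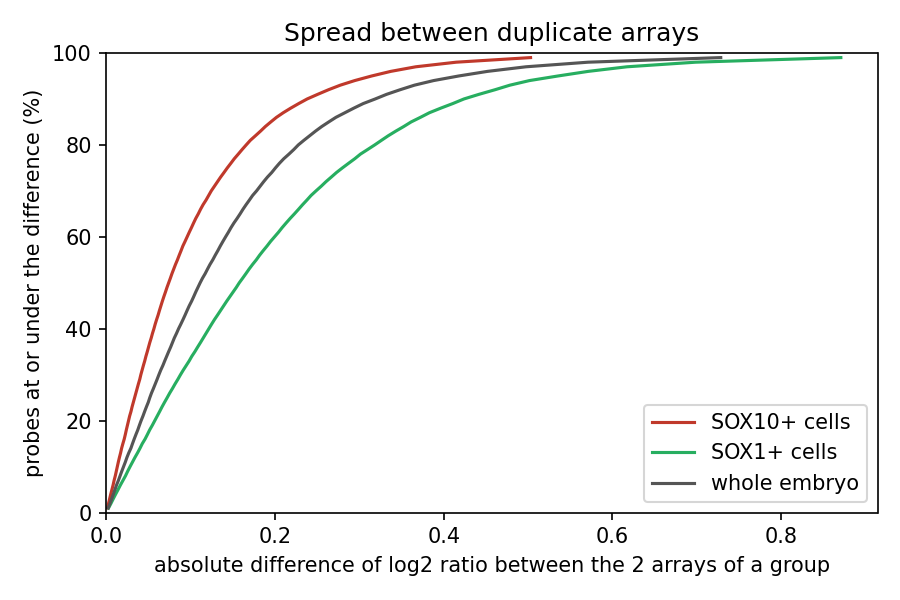
Share of probes (percent) whose 2 arrays differ by no more than the absolute difference of log2 ratio on the horizontal axis, for each group. The SOX10+ curve rises first and the SOX1+ curve last, with medians of 0.074 and 0.158.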

For the microarray experiments, total RNA prepared from SOX10+ cells were combined as one RNA sample due to duplicated labeled probes. The total RNA was labeled with Cy3-CTP and Cy5-CTP by using a Low RNA Input Fluorescent Linear Amplification Kit (Agilent), and hybridized with the NIA Mouse 44K Microarray v3.0 (Agilent, design NIA October 2008 best oligo). Each probe was normalized according to reference RNA signals (Carter et al., 2005). 

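The table of normalized values that the authors deposited holds log10 values for 25030 of the spots. Each value equals the log10 Cy3 signal minus the log10 Cy5 signal of the same spot, both as processed by the scanner software, plus the mean log10 Cy5 signal of that spot over the 6 arrays. The largest departure from this was 0.000157 on the log10 scale. After quantile normalization, the reference signals of the SOX10+ and SOX1+ arrays differed by a median of 0.063 on the log2 scale, and those of the SOX10+ and whole-embryo arrays, which lay on different slides, by 0.067. The Cy3 signals of SOX10+ cells and whole embryos differed by a median of 0.301.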

Microarray data were analyzed with NIA array analysis software ANOVA (NIH) and the Mouse Gene Index tool (Sharov et al., 2005a,b). Transcription factors were filtered by selecting genes with the ‘GO molecular function term’ ‘Transcription factor activity’ and ‘Transcription factor complex’. *In situ* expression patterns of the selected transcription factors were observed on the EMBRYS site (http://embrys.jp/embrys/html/MainMenu.html; (Yokoyama et al., 2009).

### Retroviral transfection and SOX10+ cell generation

Retrovirus vector pMXs-GW and pMYs-GW, in which the coding regions of 25 human transcription factors (Table 1) were cloned, was a gift from the human proteome expression resource (HuPEX) library (HuPEX clones in HGPD, http://www.HGPD.jp/, the National Institute of Advanced Industrial Science and Technology, Japan). Transfection of PLAT-E cells with the vectors was performed by using polyethyleneimine (Polysciences, Inc.). The PLAT-E cells were seeded at approximately 6.0-8.5×10^4^ cells/cm^2^ and transfected 20 h later. Individual supernatants containing the virus were harvested at 48 h post-transfection for infection. MEFs were seeded at 1.3×10^4^ cells/cm^2^, allowed to attach overnight, and were then infected with fresh retrovirus supplemented with polybrene (4 µg/ml, Nacalai Tesque) over 24 h. To achieve infection with 24 or three transcription factors, an equal volume of the retroviral supernatant was mixed before infection. The start of the virus infection period was termed ‘day 0’. After 24 h of infection, the medium was changed to the culture-supernatant of ST2 cell previously prepared. ST2 cells were maintained in α-MEM (Gibco) supplemented with 10% FCS, 10^−7^ M dexamethasone (Sigma), 20 pM bFGF (R&D Systems), 10 pM cholera toxin (Sigma), and 100 ng/ml human recombinant endothelin-3 (EDN3; Peptide Institute, Inc.) in 5% CO_2_ at 37°C. The culture-supernatant was collected after ST2 cells had been cultivated for two days in the above-mentioned medium.

### Maintenance and differentiation of SOX10+ cells

The converted SOX10+ cells were cultured under NC cell culture conditions based on those described by Morrison et al. (1999): a 5:3 mixture of DMEM-low:neurobasal medium (Gibco) supplemented with 15% Chick Embryo Extract (CEE, USBiological), 1% N2 (Gibco), 2% B27 (Gibco), 50 µM 2-mercaptoethanol (Sigma), 35 ng/ml all-trans retinoic acid (Sigma), 20 ng/ml IGF-1 (R&D systems), 100 ng/ml EDN3 (Peptide Institute. Inc.), and 20 ng/ml bFGF (R&D Systems). SOX10+ cells were incubated under hypoxic conditions with 5% O_2_ and 5% CO_2_ at 37°C (Hitachi, MCO-5M). After six days of cultivation under NC cell culture conditions, SOX10+ cells were differentiated into NC derivatives by using the following media: For differentiation into neural cells, glial cells or smooth muscle cells, SOX10+ cells were incubated in NC cell differentiation medium under hypoxic conditions at 37°C. The NC cell differentiation medium had the same components as the medium for NC cell culture conditions except that it contains 1% CEE, and 10 ng/ml bFGF (Morrison et al., 1999). For specific neural cell differentiation or glial cell differentiation, we incubated SOX10+ cells in NC cell differentiation medium supplemented with 50 ng/ml BMP-2 (R&D Systems), or in NC cell differentiation medium supplemented with 1 nM forskolin (Sigma) and 1 nM Nrg-1 (R&D Systems), respectively. For adipocyte differentiation, SOX10+ cells were incubated with adipogenic induction medium (LONZA). The medium was changed to adipogenic maintenance medium after three days and cells were then incubated for three more days. Four cycles of induction/maintenance were repeated. For osteocyte differentiation, we incubated SOX10+ cells in MSCGM medium (LONZA) supplemented with 0.1 µM Dex, 50 µg/ml ascorbate (Wako), and 0.1% β-glycerophosphate (Sigma). All differentiation cultures were performed under hypoxic conditions at 37°C.

### Immunohistochemical analysis

Colony fixation, permeabilization, and blocking were performed as described (Motohashi et al., 2014). Primary antibodies, diluted in 0.5% BSA PBS, were then added and allowed to react at room temperature. After having been washed with PBS, the cells were stained with the secondary antibodies in the same manner. Primary antibodies: anti-mouse neuronal class III β-tubulin (1:500; TuJ-1, Covance), anti-mouse glial fibrillary acidic protein (GFAP, 1:500; Z0334, DakoCytomation), anti-mouse α smooth muscle actin (1:500; 1A4, Sigma), anti-mouse peripherin (1:100; MAB1527, Chemicon), anti-nestin (1:500; Rat401, Chemicon), and anti-S100β (1:100, Sigma, SH-B1). Secondary antibodies: Texas Red-conjugated anti-mouse IgG (1:500; Molecular Probes) and Alexa Fluor 488-conjugated anti-rabbit IgG (1:500; Molecular Probes). Nuclei were stained with Hoechst 33258 (Sigma). Colonies were examined by using an Olympus IX-71 fluorescence microscope.

ALP staining was performed with an ALP staining kit (Muto Chemical Co.). Regarding Alizarin Red staining, cells were fixed in methanol at 4°C for 20 min, and Alizarin Red (Kanto Chemical) staining was then carried out for 5 min at room temperature. For Oil Red O staining, cells were fixed in 4% paraformaldehyde for 15 min and then stained with 60% Oil Red O solution (Wako) for 30 min at room temperature.

### Reverse transcription PCR and quantitative PCR analysis

Total RNA was purified by using Isogen (Nippon Gene), and first-strand cDNA synthesis was performed with Superscript III (Invitrogen). RT-PCR reactions were performed under the following conditions: 94°C, 2 min; 35-40 cycles of 94°C for 30 s, gene-specific annealing temperature for 30 s, and 72°C for 60 s. Quantitative PCR (qPCR) reactions were performed with Thermal Cycler Dice Real Time System (TAKARA) and SYBR premix Ex taq (TAKARA). The data were analyzed by the ΔΔCt method and plotted relative to β-actin expression. All primers used are described in Table S3.

### *In ovo* transplantation

The transplantation experiment was based on the procedures reported by Fernandes et al. (2004). Isolated SOX10+ cells were cultured under NC cell culture conditions, and were then collected six days later for transplantation. Cultured SOX10+ cells and MEFs were stained with the PKH26 Red Fluorescent Cell Linker (Sigma) following the manufacturer's instructions. The cells were injected by using a microinjector (IM-31, NARISHIGE) into the anterior, medial corner of 1 or 2 somites of each embryo, corresponding to the dorsal-most region of the neural-crest migratory pathway. The embryos were incubated for an additional three days to stage 29-30, fixed in 3.7% formaldehyde/PBS for 2 h, and subsequently immersed in 30% sucrose/PBS overnight at 4°C. The embryos were embedded in OCT (Sakura Finetechnical), sectioned at a 20-µm thickness, and placed on tissue-adhering slides. The slides were stained with TuJ-1 (1:50; BABCO) and anti- GFAP (1:50; Z0334, DakoCytomation), followed by Alexa Fluor 488-conjugated anti-mouse IgG (1:200; Molecular Probes) and Alexa Fluor 488-conjugated anti-rabbit IgG (1:200; Molecular Probes).

## References

[BIO015735C1] AmatiB., FrankS. R., DonjerkovicD. and TaubertS. (2001). Function of the c-Myc oncoprotein in chromatin remodeling and transcription. *Biochim. Biophys. Acta* 1471, M135-M145. 10.1016/s0304-419x(01)00020-811250069

[BIO015735C2] AndraeJ., GalliniR. and BetsholtzC. (2008). Role of platelet-derived growth factors in physiology and medicine. *Genes Dev.* 22, 1276-1312. 10.1101/gad.165370818483217PMC2732412

[BIO015735C3] BaynashA. G., HosodaK., GiaidA., RichardsonJ. A., EmotoN., HammerR. E. and YanagisawaM. (1994). Interaction of endothelin-3 with endothelin-B receptor is essential for development of epidermal melanocytes and enteric neurons. *Cell* 79, 1277-1285. 10.1016/0092-8674(94)90018-38001160

[BIO015735C4] BellmeyerA., KraseJ., LindgrenJ. and LaBonneC. (2003). The protooncogene c-myc is an essential regulator of neural crest formation in xenopus. *Dev. Cell* 4, 827-839. 10.1016/S1534-5807(03)00160-612791268

[BIO015735C5] BelmadaniA., TranP. B., RenD., AssimacopoulosS., GroveE. A. and MillerR. J. (2005). The chemokine stromal cell-derived factor-1 regulates the migration of sensory neuron progenitors. *J. Neurosci.* 25, 3995-4003. 10.1523/JNEUROSCI.4631-04.200515843601PMC4461238

[BIO015735C6] BitgoodM. J. and McMahonA. P. (1995). Hedgehog and Bmp genes are coexpressed at many diverse sites of cell-cell interaction in the mouse embryo. *Dev. Biol.* 172, 126-138. 10.1006/dbio.1995.00107589793

[BIO015735C7] BlackA. R., BlackJ. D. and Azizkhan-CliffordJ. (2001). Sp1 and krüppel-like factor family of transcription factors in cell growth regulation and cancer. *J. Cell. Physiol.* 188, 143-160. 10.1002/jcp.111111424081

[BIO015735C8] BrambrinkT., ForemanR., WelsteadG. G., LengnerC. J., WernigM., SuhH. and JaenischR. (2008). Sequential expression of pluripotency markers during direct reprogramming of mouse somatic cells. *Cell Stem Cell* 2, 151-159. 10.1016/j.stem.2008.01.00418371436PMC2276627

[BIO015735C9] BritschS., GoerichD. E., RiethmacherD., PeiranoR. I., RossnerM., NaveK.-A., BirchmeierC. and WegnerM. (2001). The transcription factor Sox10 is a key regulator of peripheral glial development. *Genes Dev.* 15, 66-78. 10.1101/gad.18660111156606PMC312607

[BIO015735C10] CacalanoG., FariñasI., WangL.-C., HaglerK., ForgieA., MooreM., ArmaniniM., PhillipsH., RyanA. M., ReichardtL. F.et al. (1998). GFRalpha1 is an essential receptor component for GDNF in the developing nervous system and kidney. *Neuron* 21, 53-62. 10.1016/S0896-6273(00)80514-09697851PMC2710137

[BIO015735C11] CarreiraS., GoodallJ., DenatL., RodriguezM., NuciforoP., HoekK. S., TestoriA., LarueL. and GodingC. R. (2006). Mitf regulation of Dia1 controls melanoma proliferation and invasiveness. *Genes Dev.* 20, 3426-3439. 10.1101/gad.40640617182868PMC1698449

[BIO015735C12] CarterM. G., SharovA. A., VanBurenV., DudekulaD. B., CarmackC. E., NelsonC. and KoM. S. H. (2005). Transcript copy number estimation using a mouse whole-genome oligonucleotide microarray. *Genome Biol.* 6, R61 10.1186/gb-2005-6-7-r6115998450PMC1175992

[BIO015735C13] CheungM. and BriscoeJ. (2003). Neural crest development is regulated by the transcription factor Sox9. *Development* 130, 5681-5693. 10.1242/dev.0080814522876

[BIO015735C14] DingL., SaundersT. L., EnikolopovG. and MorrisonS. J. (2012). Endothelial and perivascular cells maintain haematopoietic stem cells. *Nature* 481, 457-462. 10.1038/nature1078322281595PMC3270376

[BIO015735C15] DriskellR. R., LichtenbergerB. M., HosteE., KretzschmarK., SimonsB. D., CharalambousM., FerronS. R., HeraultY., PavlovicG., Ferguson-SmithA. C.et al. (2013). Distinct fibroblast lineages determine dermal architecture in skin development and repair. *Nature* 504, 277-281. 10.1038/nature1278324336287PMC3868929

[BIO015735C16] FanY., MelhemM. F. and ChailletJ. R. (1999). Forced expression of the homeobox-containing gene Pem blocks differentiation of embryonic stem cells. *Dev. Biol.* 210, 481-496. 10.1006/dbio.1999.927910357905

[BIO015735C17] FernandesK. J. L., McKenzieI. A., MillP., SmithK. M., AkhavanM., Barnabé-HeiderF., BiernaskieJ., JunekA., KobayashiN. R., TomaJ. G.et al. (2004). A dermal niche for multipotent adult skin-derived precursor cells. *Nat. Cell Biol.* 6, 1082-1093. 10.1038/ncb118115517002

[BIO015735C18] GhalebA. M., NandanM. O., ChanchevalapS., DaltonW. B., HisamuddinI. M. and YangV. W. (2005). Krüppel-like factors 4 and 5: the yin and yang regulators of cellular proliferation. *Cell Res.* 15, 92-96. 10.1038/sj.cr.729027115740636PMC1317089

[BIO015735C19] Goseki-SoneM., YamadaA., HamataniR., MizoiL., IimuraT. and EzawaI. (2002). Phosphate depletion enhances bone morphogenetic protein-4 gene expression in a cultured mouse marrow stromal cell line ST2. *Biochem. Biophys. Res. Commun.* 299, 395-399. 10.1016/S0006-291X(02)02646-312445813

[BIO015735C20] GrahamA., BegbieJ. and McGonnellI. (2004). Significance of the cranial neural crest. *Dev. Dyn.* 229, 5-13. 10.1002/dvdy.1044214699573

[BIO015735C21] GriffithsI., KlugmannM., AndersonT., ThomsonC., VouyiouklisD. and NaveK. A. (1998). Current concepts of PLP and its role in the nervous system. *Microsc. Res. Tech.* 41, 344-358. 10.1002/(SICI)1097-0029(19980601)41:5<344::AID-JEMT2>3.0.CO;2-Q9672418

[BIO015735C22] HallB. K. (2009). *The Neural Crest and Neural Crest Cells in Vertebrate Development and Evolution*. New York: Springer.

[BIO015735C23] HanD. W., TapiaN., HermannA., HemmerK., HöingS., Araúzo-BravoM. J., ZaehresH., WuG., FrankS., MoritzS.et al. (2012). Direct reprogramming of fibroblasts into neural stem cells by defined factors. *Cell Stem Cell* 10, 465-472. 10.1016/j.stem.2012.02.02122445517

[BIO015735C24] HiramatsuK., SasagawaS., OutaniH., NakagawaK., YoshikawaH. and TsumakiN. (2011). Generation of hyaline cartilaginous tissue from mouse adult dermal fibroblast culture by defined factors. *J. Clin. Invest.* 121, 640-657. 10.1172/JCI4460521293062PMC3026734

[BIO015735C25] HongC.-S. and Saint-JeannetJ.-P. (2005). Sox proteins and neural crest development. *Semin. Cell Dev. Biol.* 16, 694-703. 10.1016/j.semcdb.2005.06.00516039883

[BIO015735C26] HuangP., HeZ., JiS., SunH., XiangD., LiuC., HuY., WangX. and HuiL. (2011). Induction of functional hepatocyte-like cells from mouse fibroblasts by defined factors. *Nature* 475, 386-389. 10.1038/nature1011621562492

[BIO015735C27] HuleihelL., Ben-YehudahA., MilosevicJ., YuG., PanditK., SakamotoK., YousefH., LeJeuneM., CoonT. A., RedingerC. J.et al. (2014). Let-7d microRNA affects mesenchymal phenotypic properties of lung fibroblasts. *Am. J. Physiol. Lung Cell. Mol. Physiol.* 306, L534-L542. 10.1152/ajplung.00149.201324441869PMC3949080

[BIO015735C28] IedaM., FuJ.-D., Delgado-OlguinP., VedanthamV., HayashiY., BruneauB. G. and SrivastavaD. (2010). Direct reprogramming of fibroblasts into functional cardiomyocytes by defined factors. *Cell* 142, 375-386. 10.1016/j.cell.2010.07.00220691899PMC2919844

[BIO015735C29] KhudyakovJ. and Bronner-FraserM. (2009). Comprehensive spatiotemporal analysis of early chick neural crest network genes. *Dev. Dyn.* 238, 716-723. 10.1002/dvdy.2188119235729PMC2650819

[BIO015735C30] KimJ., LoL., DormandE. and AndersonD. J. (2003). SOX10 maintains multipotency and inhibits neuronal differentiation of neural crest stem cells. *Neuron* 38, 17-31. 10.1016/S0896-6273(03)00163-612691661

[BIO015735C31] KimY. J., LimH., LiZ., OhY., KovlyaginaI., ChoiI. Y., DongX. and LeeG. (2014). Generation of multipotent induced neural crest by direct reprogramming of human postnatal fibroblasts with a single transcription factor. *Cell Stem Cell* 15, 497-506. 10.1016/j.stem.2014.07.01325158936

[BIO015735C32] KnechtA. K. and Bronner-FraserM. (2002). Induction of the neural crest: a multigene process. *Nat. Rev. Genet.* 3, 453-461.1204277210.1038/nrg819

[BIO015735C33] Le DouarinN. M. and KalcheimC. (1999). *The Neural Crest*. Cambridge: Cambridge University Press.

[BIO015735C34] LemkeG., LamarE. and PattersonJ. (1988). Isolation and analysis of the gene encoding peripheral myelin protein zero. *Neuron* 1, 73-83. 10.1016/0896-6273(88)90211-52483091

[BIO015735C35] MacleanJ. A.II, ChenM. A., WayneC. M., BruceS. R., RaoM., MeistrichM. L., MacleodC. and WilkinsonM. F. (2005). Rhox: a new homeobox gene cluster. *Cell* 120, 369-382. 10.1016/j.cell.2004.12.02215707895

[BIO015735C36] ManleyN. R. and CapecchiM. R. (1995). The role of Hoxa-3 in mouse thymus and thyroid development. *Development* 121, 1989-2003.763504710.1242/dev.121.7.1989

[BIO015735C37] MansouriA., PlaP., LarueL. and GrussP. (2001). Pax3 acts cell autonomously in the neural tube and somites by controlling cell surface properties. *Development* 128, 1995-2005.1149352210.1242/dev.128.11.1995

[BIO015735C38] McConnellB. B., GhalebA. M., NandanM. O. and YangV. W. (2007). The diverse functions of Krüppel-like factors 4 and 5 in epithelial biology and pathobiology. *Bioessays* 29, 549-557. 10.1002/bies.2058117508399PMC2211634

[BIO015735C39] MeulemansD. and Bronner-FraserM. (2002). Amphioxus and lamprey AP-2 genes: implications for neural crest evolution and migration patterns. *Development* 129, 4953-4962.1239710410.1242/dev.129.21.4953

[BIO015735C40] MiletC., MaczkowiakF., RocheD. D. and Monsoro-BurqA. H. (2013). Pax3 and Zic1 drive induction and differentiation of multipotent, migratory, and functional neural crest in Xenopus embryos. *Proc. Natl. Acad. Sci. USA* 110, 5528-5533. 10.1073/pnas.121912411023509273PMC3619367

[BIO015735C41] MollaaghababaR. and PavanW. J. (2003). The importance of having your SOX on: role of SOX10† in the development of neural crest-derived melanocytes and glia. *Oncogene* 22, 3024-3034. 10.1038/sj.onc.120644212789277

[BIO015735C42] MorrisonS. J., WhiteP. M., ZockC. and AndersonD. J. (1999). Prospective identification, isolation by flow cytometry, and in vivo self-renewal of multipotent mammalian neural crest stem cells. *Cell* 96, 737-749. 10.1016/S0092-8674(00)80583-810089888

[BIO015735C43] MotohashiT., AokiH., ChibaK., YoshimuraN. and KunisadaT. (2007). Multipotent cell fate of neural crest-like cells derived from embryonic stem cells. *Stem Cells* 25, 402-410. 10.1634/stemcells.2006-032317038669

[BIO015735C44] MotohashiT., YamanakaK., ChibaK., MiyajimaK., AokiH., HirobeT. and KunisadaT. (2011). Neural crest cells retain their capability for multipotential differentiation even after lineage-restricted stages. *Dev. Dyn.* 240, 1681-1693. 10.1002/dvdy.2265821594952

[BIO015735C45] MotohashiT., KitagawaD., WatanabeN., WakaokaT. and KunisadaT. (2014). Neural crest-derived cells sustain their multipotency even after entry into their target tissues. *Dev. Dyn.* 243, 368-380. 10.1002/dvdy.2407224273191

[BIO015735C46] NagaiT., ArugaJ., TakadaS., GüntherT., SpörleR., SchughartK. and MikoshibaK. (1997). The expression of the mouse Zic1, Zic2, and Zic3 gene suggests an essential role for Zic genes in body pattern formation. *Dev. Biol.* 182, 299-313. 10.1006/dbio.1996.84499070329

[BIO015735C47] OnoN., OnoW., MizoguchiT., NagasawaT., FrenetteP. S. and KronenbergH. M. (2014). Vasculature-associated cells expressing nestin in developing bones encompass early cells in the osteoblast and endothelial lineage. *Dev. Cell* 29, 330-339. 10.1016/j.devcel.2014.03.01424823376PMC4083679

[BIO015735C48] OujiY., IshizakaS., Nakamura-UchiyamaF. and YoshikawaM. (2012). In vitro differentiation of mouse embryonic stem cells into inner ear hair cell-like cells using stromal cell conditioned medium. *Cell Death Dis.* 3, e314 10.1038/cddis.2012.5622622133PMC3366087

[BIO015735C49] ParkK.-S. and GumbinerB. M. (2010). Cadherin 6B induces BMP signaling and de-epithelialization during the epithelial mesenchymal transition of the neural crest. *Development* 137, 2691-2701. 10.1242/dev.05009620610481PMC2910385

[BIO015735C50] RawadiG., VayssièreB., DunnF., BaronR. and Roman-RomanS. (2003). BMP-2 controls alkaline phosphatase expression and osteoblast mineralization by a Wnt autocrine loop. *J. Bone Miner. Res.* 18, 1842-1853. 10.1359/jbmr.2003.18.10.184214584895

[BIO015735C51] RughR. (1990). *The Mouse*. New York: Oxford University Press.

[BIO015735C52] Sauka-SpenglerT. and Bronner-FraserM. (2008). A gene regulatory network orchestrates neural crest formation. *Nat. Rev. Mol. Cell Biol.* 9, 557-568. 10.1038/nrm242818523435

[BIO015735C53] SekiyaS. and SuzukiA. (2011). Direct conversion of mouse fibroblasts to hepatocyte-like cells by defined factors. *Nature* 475, 390-393. 10.1038/nature1026321716291

[BIO015735C54] SersC., KirschK., RothbacherU., RiethmullerG. and JohnsonJ. P. (1993). Genomic organization of the melanoma-associated glycoprotein MUC18: implications for the evolution of the immunoglobulin domains. *Proc. Natl. Acad. Sci. USA* 90, 8514-8518. 10.1073/pnas.90.18.85148378324PMC47387

[BIO015735C55] SharovA. A., DudekulaD. B. and KoM. S. H. (2005a). A web-based tool for principal component and significance analysis of microarray data. *Bioinformatics* 21, 2548-2549. 10.1093/bioinformatics/bti34315734774

[BIO015735C56] SharovA. A., DudekulaD. B. and KoM. S. H. (2005b). Genome-wide assembly and analysis of alternative transcripts in mouse. *Genome Res.* 15, 748-754. 10.1101/gr.326980515867436PMC1088304

[BIO015735C57] ShengC., ZhengQ., WuJ., XuZ., WangL., LiW., ZhangH., ZhaoX.-Y., LiuL., WangZ.et al. (2012). Direct reprogramming of Sertoli cells into multipotent neural stem cells by defined factors. *Cell Res.* 22, 208-218. 10.1038/cr.2011.17522064700PMC3351918

[BIO015735C58] ShibataS., YasudaA., Renault-MiharaF., SuyamaS., KatohH., InoueT., InoueY. U., NagoshiN., SatoM., NakamuraM.et al. (2010). Sox10-Venus mice: a new tool for real-time labeling of neural crest lineage cells and oligodendrocytes. *Mol. Brain* 3, 31 10.1186/1756-6606-3-3121034515PMC2989948

[BIO015735C59] Simoes-CostaM. and BronnerM. E. (2013). Insights into neural crest development and evolution from genomic analysis. *Genome Res.* 23, 1069-1080. 10.1101/gr.157586.11323817048PMC3698500

[BIO015735C60] Simoes-CostaM. and BronnerM. E. (2015). Establishing neural crest identity: a gene regulatory recipe. *Development* 142, 242-257. 10.1242/dev.10544525564621PMC4302844

[BIO015735C61] Simoes-CostaM., Tan-CabugaoJ., AntoshechkinI., Sauka-SpenglerT. and BronnerM. E. (2014). Transcriptome analysis reveals novel players in the cranial neural crest gene regulatory network. *Genome Res.* 24, 281-290. 10.1101/gr.161182.11324389048PMC3912418

[BIO015735C62] SimonC., LickertH., GötzM. and DimouL. (2012). Sox10-iCreERT2: a mouse line to inducibly trace the neural crest and oligodendrocyte lineage. *Genesis* 50, 506-515. 10.1002/dvg.2200322173870

[BIO015735C63] SridharanR., TchieuJ., MasonM. J., YachechkoR., KuoyE., HorvathS., ZhouQ. and PlathK. (2009). Role of the murine reprogramming factors in the induction of pluripotency. *Cell* 136, 364-377. 10.1016/j.cell.2009.01.00119167336PMC3273494

[BIO015735C64] SrinivasS., WatanabeT., LinC.-S., WilliamC. M., TanabeY., JessellT. M. and CostantiniF. (2001). Cre reporter strains produced by targeted insertion of EYFP and ECFP into the ROSA26 locus. *BMC Dev. Biol.* 1, 4 10.1186/1471-213X-1-411299042PMC31338

[BIO015735C65] StempleD. L. and AndersonD. J. (1992). Isolation of a stem cell for neurons and glia from the mammalian neural crest. *Cell* 71, 973-985. 10.1016/0092-8674(92)90393-Q1458542

[BIO015735C66] StineZ. E., HuynhJ. L., LoftusS. K., GorkinD. U., SalmasiA. H., NovakT., PurvesT., MillerR. A., AntonellisA., GearhartJ. P.et al. (2009). Oligodendroglial and pan-neural crest expression of Cre recombinase directed by Sox10 enhancer. *Genesis* 47, 765-770. 10.1002/dvg.2055919830815PMC2835405

[BIO015735C67] TakahashiM. and OsumiN. (2005). Identification of a novel type II classical cadherin: rat cadherin19 is expressed in the cranial ganglia and Schwann cell precursors during development. *Dev. Dyn.* 232, 200-208. 10.1002/dvdy.2020915580626

[BIO015735C68] TakahashiK. and YamanakaS. (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. *Cell* 126, 663-676. 10.1016/j.cell.2006.07.02416904174

[BIO015735C69] TakashimaY., EraT., NakaoK., KondoS., KasugaM., SmithA. G. and NishikawaS.-I. (2007). Neuroepithelial cells supply an initial transient wave of MSC differentiation. *Cell* 129, 1377-1388. 10.1016/j.cell.2007.04.02817604725

[BIO015735C70] ThierM., WörsdörferP., LakesY. B., GorrisR., HermsS., OpitzT., SeiferlingD., QuandelT., HoffmannP., NöthenM. M.et al. (2012). Direct conversion of fibroblasts into stably expandable neural stem cells. *Cell Stem Cell* 10, 473-479. 10.1016/j.stem.2012.03.00322445518

[BIO015735C71] ThompsonC. B., ChallonerP. B., NeimanP. E. and GroudineM. (1985). Levels of c-myc oncogene mRNA are invariant throughout the cell cycle. *Nature* 314, 363-366. 10.1038/314363a03982504

[BIO015735C72] VallinJ., GiraultJ.-M., ThieryJ. P. and BrodersF. (1998). Xenopus cadherin-11 is expressed in different populations of migrating neural crest cells. *Mech. Dev.* 75, 171-174. 10.1016/S0925-4773(98)00099-99739138

[BIO015735C73] WahlbuhlM., ReiprichS., VoglM. R., BoslM. R. and WegnerM. (2012). Transcription factor Sox10 orchestrates activity of a neural crest-specific enhancer in the vicinity of its gene. *Nucleic Acids Res.* 40, 88-101. 10.1093/nar/gkr73421908409PMC3245941

[BIO015735C74] WongC. E., ParatoreC., Dours-ZimmermannM. T., RochatA., PietriT., SuterU., ZimmermannD. R., DufourS., ThieryJ. P., MeijerD.et al. (2006). Neural crest-derived cells with stem cell features can be traced back to multiple lineages in the adult skin. *J. Cell Biol.* 175, 1005-1015. 10.1083/jcb.20060606217158956PMC2064709

[BIO015735C75] YamazakiH., SakataE., YamaneT., YanagisawaA., AbeK., YamamuraK.-I., HayashiS.-I. and KunisadaT. (2005). Presence and distribution of neural crest-derived cells in the murine developing thymus and their potential for differentiation. *Int. Immunol.* 17, 549-558. 10.1093/intimm/dxh23715837714

[BIO015735C76] YokoyamaS., ItoY., Ueno-KudohH., ShimizuH., UchibeK., AlbiniS., MitsuokaK., MiyakiS., KisoM., NagaiA.et al. (2009). A systems approach reveals that the myogenesis genome network is regulated by the transcriptional repressor RP58. *Dev. Cell* 17, 836-848. 10.1016/j.devcel.2009.10.01120059953PMC3110151

How the deposited data were processed for this re-analysis (not part of the article)

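The data were 6 two-color arrays of E9.5 mouse material, 2 of SOX10+ cells and 2 of SOX1+ cells sorted from the trunk, and 2 of whole embryos. Cy3 held the sample and Cy5 a common reference RNA on every array. By the methods, the RNA of the SOX10+ sorts was combined, so the 2 SOX10+ arrays count as 1 sample. The whole-embryo arrays are known from the sample labels, and the text of the article does not report them. The sorted cells shared a slide, and the whole embryos lay on another, so that slide and whole embryo cannot be told apart.

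The intensities that the authors deposited are the spot means and local background medians of each channel as scanned, without normalization, with flags for each spot. The same files hold processed intensities, which the scanner software corrected for background and dye before they were deposited. A table of log10 values from the authors covers 25030 spots, and it was matched to the scanner values by feature number.

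From the intensities, background was corrected with normexp (offset 50) on all spots, control spots were left out, log2 ratios of Cy3 over Cy5 were normalized by loess, 44 spots marked as outliers on any array were left out, and spots of a probe were averaged, which gave 41968 probes. Between 60.2% and 66.6% of probes per array were well above background in Cy3. Linear models and moderated tests were fitted with limma 3.58.1 in R 4.3.3 over all 3 groups, with 2 residual degrees of freedom, in which the lone SOX10+ sample is assumed to vary like the others. Probes well above background in Cy3 on every array of at least 1 of the 2 groups compared were tested, p-values were adjusted by the Benjamini-Hochberg method, and a probe was called at an adjusted p under 0.05 and more than 2-fold. The limma fit and the analyses of variance were tested on simulated data of the comparison of SOX10+ and SOX1+ cells with 26018 probes, of which 200 were changed by 2 on the log2 scale. limma called 200 of them in the right direction with 16 false calls. The analysis of variance without raised variance called 105, and the one with raised variance called 0 with 3 degrees of freedom for every probe and 157, with 2 false calls, with pooled degrees of freedom.

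The fit, the thresholds, the rule for naming and the alternatives were set before the data were examined. The alternatives covered background correction, normalization within and between arrays, the use of the reference, the authors' table, the filter on dim probes, the counting of the SOX10+ arrays, the replicate number as a block, the samples in the fit, the error model, the fold threshold and each array left out. The analyses of variance took the 6 arrays as separate samples, with 3 residual degrees of freedom, so the SOX10+ arrays counted as 2 samples. The plan did not give the degrees of freedom of the analysis of variance with raised error variance. It was first run with 3 for every probe, and a version with 1500 where the averaged variance is used was added after that version had left no call. Other alternatives on the authors' table and a count by fold alone were also added after values had been seen.

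The files give probe identifiers and 60-base sequences and do not pair them with gene names. Values for named genes, counts of genes, lists of marker genes, the mean over probes of a gene and functional categories were therefore not analysed here. The rule for named items was the largest changes in each direction among called probes that were well above background on all SOX10+ and SOX1+ arrays and whose SOX10+ arrays both lay beyond both SOX1+ arrays, and the first 2 in each direction are given.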

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

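The test on other cells in the sorted fraction was chosen after part of its result had been seen. The text of the article does not report the whole-embryo arrays. Against them, 587 probes were higher and 1447 lower in SOX10+ cells, of 27048 tested, and 528 were higher and 1680 lower in SOX1+ cells, of 26766 tested (limma, adjusted p under 0.05 and more than 2-fold). Of the 1680 probes lower in SOX1+ cells, 909 were also lower in SOX10+ cells. Simulations in which SOX10+ cells equal whole embryos gave at most 4 in any of 50 runs. The 1447 lower probes had already ruled out that setting, so the runs bound false calls only. They do not give the overlap of unrelated changes, and both comparisons share the whole-embryo arrays. Centring each array on its median in place of loess moved the median log2 fold change of all probes to -0.251 for SOX10+ and -0.219 for SOX1+ cells, so the surplus of lower probes is to be read relative to the normalization. The slide was tested through the reference RNA, which is the same on every array. Between the SOX10+ and whole-embryo arrays, 82 probes differed by more than 2-fold in the reference, against 66 between SOX10+ and SOX1+ arrays on the same slide and 2425 in the Cy3 signal of SOX10+ cells and whole embryos. These signals were quantile-normalized first, so a shift of a whole slide was not tested. The calls rest on ratios, in which an effect shared by both dyes would cancel, so the comparison does not exclude a slide effect behind them. An effect on the labeling of the samples alone stays open, because slide and whole embryo cannot be told apart, and so does the different makeup of sorted trunk cells and whole embryos, which was not tested.

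Of the 960 probes higher in SOX10+ than in SOX1+ cells, 316 were also higher than in whole embryos, where simulations with whole embryos equal to SOX10+ cells gave a mean of 1.32 and at most 6. This count rests on a comparison between slides, and with median centring in place of loess it was 206. Of the 960, 486 were also higher in whole embryos than in SOX1+ cells, and 194 were neither. Simulations with whole embryos equal to SOX1+ cells gave at most 2 in place of the 486. The calls against whole embryos had already ruled out both simulated settings, so these simulations bound false calls only. They do not give the overlap of unrelated changes, and the 2 comparisons in each count share a group. Other trunk cells in the sorted fraction cannot be told apart from expression in SOX10+ cells by these counts, including the 316, because no arrays of unselected trunk cells were analysed here and such cells can exceed whole embryos for their own transcripts.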

How the results depend on the processing

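Some tests were chosen after values had been seen. They are every use of the authors' table without the filter on dim probes, the restriction to its probes, the counts by fold alone, and the analysis of variance with pooled degrees of freedom.

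Between SOX10+ and SOX1+ cells, 960 probes were higher and 809 lower. With each array left out in turn the counts lay between 947 and 1070 higher and between 806 and 995 lower. Apart from the analysis of variance with raised error variance and the 3-fold threshold, the alternatives set in advance stayed within 1.5 times of these counts. The probes called changed more than the counts in some of them. Of the 960, 785 were kept with the processed signals of the scanner software, 830 with median centring and 947 with scale normalization. On the authors' table with the filter, 638 of its 941 higher calls were among the 960, of which 736 were tested there. The 3-fold threshold gave 400 higher and 310 lower, by its construction. The analyses of variance took the 6 arrays as separate samples, unlike the main limma fit, which averaged the SOX10+ arrays. The analysis of variance with raised error variance, with 3 degrees of freedom for every probe, gave 0 higher and 0 lower, while 963 and 812 probes were past 2-fold at an unadjusted p under 0.05, limma called 960 and 809, and the plain analysis of variance called 779 and 649. On simulated data this version called 0 of 200 changed probes. Only 200 of 26018 probes were changed there, each by 2 on the log2 scale, so the simulation does not settle why the data gave 0. The degrees of freedom were then changed to 1500 where the averaged variance is used, after the 0 had been seen and because of it. That version gave 827 higher and 685 lower, all of them among the calls of limma.

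On the authors' table without the filter on dim probes, all alternatives added later, the same analysis of variance gave 0 and 0 with 3 degrees of freedom, with 1128 and 922 past 2-fold at an unadjusted p under 0.05, and 954 and 797 with pooled degrees of freedom. There limma with averaged SOX10+ arrays gave 528 higher and 406 lower, and with 6 separate arrays 1218 and 1051. The threshold of 2-fold alone, with no test, gave 1842 and 1594 there, of which 729 and 565 were among the 960 and 809. The cause of these differences was not tested.

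The 400 probes more than 3-fold higher became 630 with a normexp offset of 0, 758 with the processed signals of the scanner software, and 0 with the raised error variance at 3 degrees of freedom. On the authors' table they became 721 with 6 separate arrays, 0 with the raised error variance at 3 degrees of freedom, and 914 by fold alone. They lay between 385 and 439 with each array left out. The cause was not tested.

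Against whole embryos the normalization mattered more. With median centring in place of loess, 282 probes were higher and 2801 lower in SOX10+ cells, and 226 higher and 2651 lower in SOX1+ cells. The share of calls that were higher fell to 9.1% from 28.9% in SOX10+ cells and to 7.9% from 23.9% in SOX1+ cells, with the shift of the median log2 fold change of all probes to -0.251 and -0.219. The probes higher in SOX10+ cells than in both others then numbered 206 in place of 316. The probes higher in SOX1+ cells than in whole embryos were 1004 with the processed signals and 842 with the Cy3 channel alone, in place of 528. The cause was not tested. With each array left out, the counts lay between 452 and 665 higher and 1377 and 1489 lower in SOX10+ cells, between 453 and 636 higher and 1680 and 1754 lower in SOX1+ cells, and between 258 and 357 for the probes higher than in both.

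The 4 named probes kept their direction under every alternative in which they were tested, and lost their call under the raised error variance at 3 degrees of freedom. Z00025949-1 and Z00038548-1 also lost it on the authors' table with averaged SOX10+ arrays and no filter, and Z00038548-1 under both other analyses of variance on that table.

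The replicate numbers do not pair the samples. Deviations from the group means of arrays with the same number correlated at 0.01, 0.144 and 0.001 for the 3 pairs of groups. With the replicate number as a block and 6 separate arrays, 993 probes were higher and 838 lower in SOX10+ than in SOX1+ cells, as without the block.

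Lists of marker genes, values of named genes and the mean over the probes of a gene were not run, since the files do not pair probes with genes. Signal over background limits the comparison for 97 of the higher probes, which were not well above background on either SOX1+ array, and for 72 of the lower probes on the SOX10+ arrays.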

Differences from the paper's values

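The paper reports 1932 genes significantly overexpressed in SOX10+ cells, at more than 2-fold and an FDR under 0.05. In the deposited arrays, 960 probes were higher at these thresholds. The paper counts genes and the value here counts probes, as probes were not paired with genes. None of the 22 alternatives set before the data were examined, each array left out included, came within 1.5 times of the paper's value; they gave 0 to 1259 probes. Of the 9 alternatives added after values had been seen, only 1 did. It was the threshold of 2-fold alone, with no test and no filter on the authors' table, which gave 1842 probes. It was chosen after seeing the values, and it leaves out the FDR that the paper states. Leaving out the test is not enough, since 2-fold alone on the values and filter of the main fit gave 1005 probes. The analysis of variance software that the paper names was not run.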

Other observations

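The test on probes of a single GC content was chosen after the calls by GC content had been seen, and its probes are the middle group of that split, so its outcome was known. Probes with higher GC content were called less often. In the fifth of probes with the lowest GC content, 4.73% were higher and 4.02% lower in SOX10+ than in SOX1+ cells, and in the fifth with the highest, 2.63% and 1.44%. Among the 4398 probes with a GC content of 45%, 178 were higher and 158 lower, and a shift set by GC content alone would move probes of equal GC content the same way. When the trend of the log2 ratios on GC content was removed from each array, 1733 of the 1769 calls were kept in the same direction. The correction moved the log2 fold changes by a median of 0.0175, well under their median standard error of 0.16, so it does not decide whether GC content contributes, and why probes of high GC content were called less often stays open.

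Some sequences were carried by more than 1 probe entry. Of 16 pairs of tested entries with the same sequence, 2 held a call, and in these 2 both entries were past 2-fold in the same direction. Over the 16 pairs the log2 fold changes correlated with a Pearson r of 0.991 across probes, which are not independent replicates, and with 0.986 over the pairs without a call. With 2 called pairs, noise of single spots as a source of part of the calls stays open.

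SOX10+ RNA came from fewer sorted cells than SOX1+ RNA by the methods. The median SOX1+ signal of the probes lower in SOX10+ cells lay at percentile 65.9 of the probes tested, and the median SOX10+ signal of the higher probes at 64.1. Probes called in either direction are selected for signal in the brighter group, so these values do not bear on a loss of weak transcripts in the SOX10+ RNA, which stays open.

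Outside the authors' table of values, 9717 probes were tested between SOX10+ and SOX1+ cells, of which 224 were higher and 229 lower. Within it, 16301 were tested, of which 736 were higher and 580 lower. No explanation was tested.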
